# Novel transcriptional responses to heat revealed by turning up the heat at night

**DOI:** 10.1007/s11103-019-00873-3

**Published:** 2019-05-06

**Authors:** Dmitry O. Grinevich, Jigar S. Desai, Kevin P. Stroup, Jiaqi Duan, Erin Slabaugh, Colleen J. Doherty

**Keywords:** Heat shock, Diel regulation, Transcriptional networks, Abiotic stress, Gating of plant responses, Circadian clock

## Abstract

**Key message:**

The circadian clock controls many molecular activities, impacting experimental interpretation. We quantify the genome-wide effects of time-of-day on the heat-shock response and the effects of “diurnal bias” in stress experiments.

**Abstract:**

Heat stress has significant adverse effects on plant productivity worldwide. Most experiments examining heat stress are performed during daytime hours, generating a ‘diurnal bias’ in the pathways and regulatory mechanisms identified. Such bias may confound downstream interpretations and limit our understanding of the full response to heat stress. Here we show that the transcriptional and physiological responses to a sudden heat shock in *Arabidopsis* are profoundly sensitive to the time of day. We observe that plant tolerance and acclimation to heat shock vary throughout the day and are maximal at dusk. Consistently, over 75% of heat-responsive transcripts show a time of day-dependent response, including many previously characterized heat-response genes. This temporal sensitivity implies a complex interaction between time and temperature where daily variations in basal transcription influence thermotolerance. When we examined these transcriptional responses, we uncovered novel night-response genes and *cis*-regulatory elements, underpinning new aspects of heat stress responses not previously appreciated. Exploiting this temporal variation can be applied to most environmental responses to understand the underlying network wiring. Therefore, we propose that using time as a perturbagen is an approach that will enhance our understanding of plant regulatory networks and responses to environmental stresses.

**Electronic supplementary material:**

The online version of this article (10.1007/s11103-019-00873-3) contains supplementary material, which is available to authorized users.

## Background

The productivity of crops suffers from periods of increased temperatures (Siebers et al. 2015; Lesk et al. 2016). Crop losses from heat and drought events have cost an estimated 237 billion dollars USD globally in the last 55 years, resulting in imminent threats to global food security (Mehrabi and Ramankutty 2017). As the number of extreme high-temperature events continues to increase (Powell and Reinhard 2015), the negative impact on crops is expected to rise (Stocker et al. 2013; Muller and Robertson 2014). In the face of adverse climate conditions, there is a need for improved breeding programs to sustain agricultural yield (Lobell and Gourdji 2012), and a full understanding of heat stress responses is key to achieving this goal (Mickelbart et al. 2015; Driedonks et al. 2016).

Both exogenous and endogenous factors influence how plants respond to a heat event. Exogenously, the duration, intensity, and rate of temperature increase may influence heat responses and survival in plants (Wahid et al. 2007). Examples of endogenous factors include genotype differences, developmental state, and the inherent ability to acclimate (Wahid et al. 2007; Zinn et al. 2010; Bac-Molenaar et al. 2015; Xu et al. 2017). Previous exposure to a heat event can also improve the response to subsequent heat events through acquired thermotolerance, also known as heat stress memory (Alexandrov et al. 1961; Key et al. 1981; Nover et al. 1983; Vierling 1991; Howarth and Ougham 1993; Larkindale and Knight 2002; Larkindale and Vierling 2007; Rosenthal et al. 2014). Plants utilize three primary mechanisms to deal with heat stress: avoidance, tolerance, and escape. Heat avoidance includes leaf rolling or bud abscission (Ascough et al. 2005; Hasanuzzaman et al. 2013), while tolerance involves altering the plants’ physiology, such as the accumulation of osmoprotectants and anti-oxidants, to maintain productivity in high temperatures. Finally, heat escape mechanisms enable a plant to maintain productivity in high-temperature conditions through the phenological regulation of activities. Temperature sensitive activities are restricted to cooler nighttime temperatures, and the pace of developmental processes can be altered to avoid the hottest part of the season. However, unpredictable changes in the timing of weather conditions, e.g., sporadic heat waves and warmer nighttime temperatures, could reduce the effectiveness of heat escape strategies (Cannell et al. 1986; Peng et al. 2004; Schwartz et al. 2006; Welch et al. 2010; Mohammed and Tarpley 2011; Lyman et al. 2013; Coast et al. 2015; Guo et al. 2015; Jagadish et al. 2015; Houston et al. 2017; Aiqing et al. 2018).

The ability to anticipate changes in temperature before an actual stress event may enhance survival. Circadian control of transcriptional responses to low temperature has been observed (Fowler et al. 2005; Dong et al. 2011). In grapevine fruit *Vitis vinifera*, the transcriptional response to heat stress differs between night and day (Rienth et al. 2014, 2016). While many elements of the fundamental heat shock response pathway are well understood, the gating effect of the time of day and the influence of the circadian clock on this pathway remain understudied areas of research. The circadian clock gates specific temperature-related functions like thermomorphogenesis through a time of day dependent regulation of gene expression (Quint et al. 2016; Zhu et al. 2016). However, Zhu et al. (2016) did not observe gating of HSP70 expression and therefore suggest that the circadian clock itself is not involved in primary temperature perception.

The goal of this study was to determine the extent to which heat shock survival and the genome-wide transcriptional response to heat shock are gated by the time of day the stress is applied. Here we characterize the diel and circadian effects on the physiological and transcriptional response to heat stress. We present a comprehensive transcriptional analysis of *Arabidopsis* heat shock responses at different times of the day. We show that the time of day is a critical factor affecting both basal and acquired thermotolerance. We further refine the heat shock transcriptional response networks, identifying unique transcriptional responses at each time of day. These time of day differences can be used to understand how the regulatory networks driving heat stress response change throughout the day. By evaluating the response to heat stress at two times of day, we have identified where the existing heat stress signaling networks may be missing components, thus expanding our understanding of the signaling pathways that perceive and respond to heat stress.

## Results

### Survival in response to heat shock is influenced by the time of day when the heat shock is administered

To evaluate if the time of day affects the response to both basal and acquired heat tolerance, we tested tolerance to heat shock in *Arabidopsis* seedlings with and without acclimation by exposing plants to a range of heat stresses at four different times of day: 1 h after lights on (AM), midday, 1 h after lights off (PM), and midnight. Acclimated plants were placed at 37 °C for 1 h and allowed to recover for 1 h before the heat shock was applied. We quantified plant survival by observing the temperature at which at least 50% of the plants survived after 1 h heat shock and 3 days of recovery. For both non-acclimated and acclimated plants, heat shock treatment at dusk resulted in survival at the highest temperatures (Fig. 1). A 1 h heat shock at dusk after 1 h of acclimation consistently resulted in plants that survived up to 46–48 °C, the highest temperature we tested. In contrast, in all experiments, the maximum temperature where survival occurred at dawn, midday, or midnight, was 46 °C, with most experiments resulting in lower acclimation temperatures. Across all experiments, we observed that the non-acclimated survival temperature was the lowest in the AM time point. Even without acclimation, the survival temperatures in the PM were in the same range as the acclimated survival temperatures in the AM (Fig. 1b). Our results show that plant thermotolerance varies across different times of day, with the greatest potential for survival at our PM time point.

**Fig. 1:**
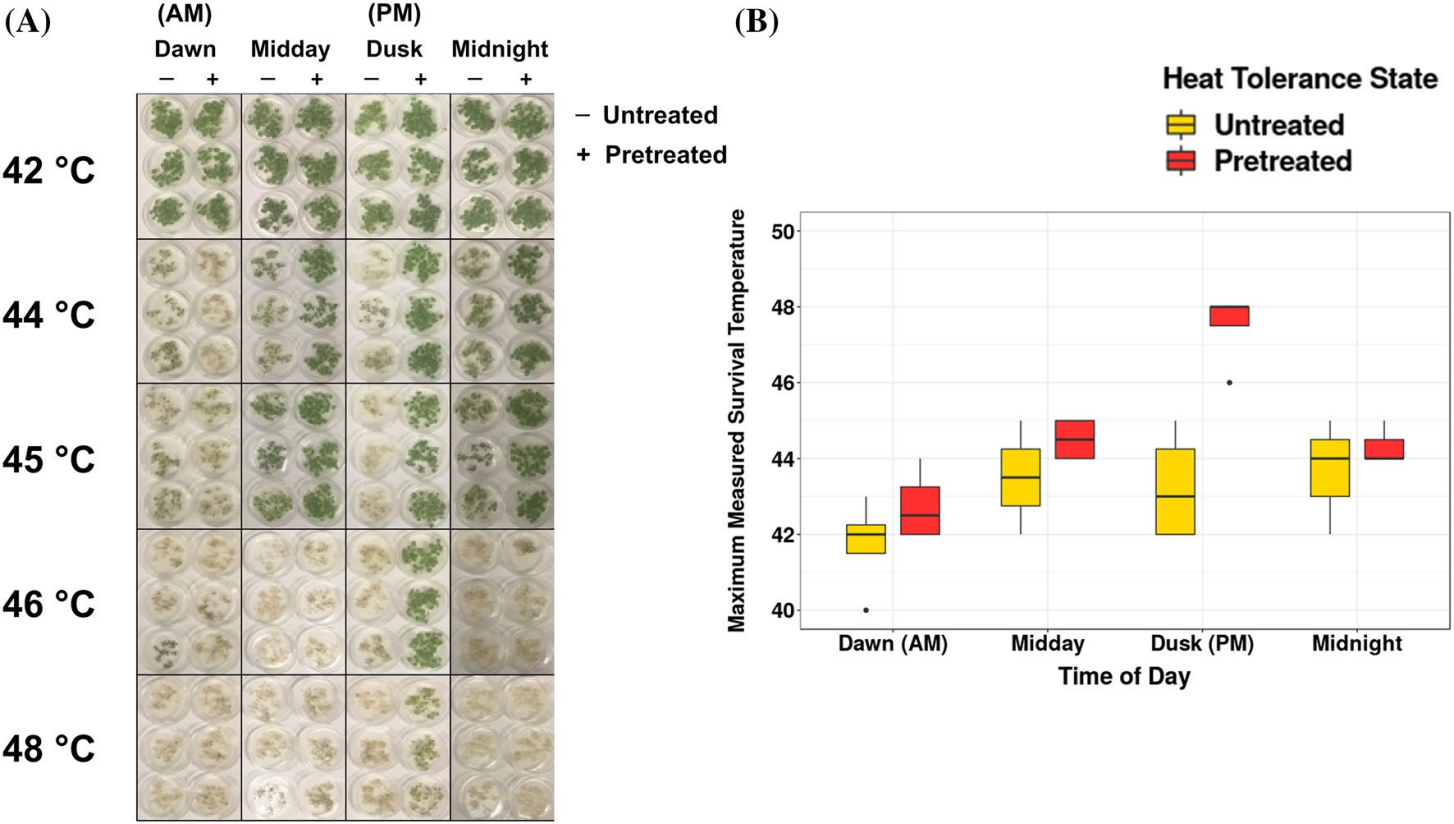
Time of day influences heat stress tolerance in both acclimated and non-acclimated *Arabidopsis* seedlings. **a** Single replicate experiment of *Arabidopsis* seedling heat tolerance after 1 h acclimation at 37 °C across all times of day (AM (Dawn)—ZT 1, Midday—ZT 7, PM (Dusk)—ZT 13, Midnight—ZT 19). Each black-outlined box contains six plates, with and without acclimation at each time point. A single picture was taken of all the plates. This picture was cropped around groups of plates and recombined to compress the image. **b** Box and whisker plots of survival data from four replicate *Arabidopsis* seedling heat tolerance experiments (n = 4 for AM, Midday, PM: n = 3 for Midnight). Range of heat shock temperatures tested across the experiments is 40–50 °C. Maximum measured 50% survival rate is quantified by recording the highest temperature at which 50% of seedlings regenerate aerial tissue

To evaluate if the circadian clock controls this time of day difference in acclimation, we compared the heat stress response of plants at four times of day after transfer to continuous light. Plants were grown in 12 h:12 h light:dark cycles and then were shifted to constant light conditions. On the second day in continuous light, the plants were treated with a temperature stress 1 h after subjective dawn (AM), 6 h after subjective dawn (midday), 1 h after subjective dusk (PM), or 6 h after subjective dusk (midnight). We observed that in continuous light, plants treated at the PM time point survived higher temperatures both with and without acclimation compared to plants treated in the AM (Online Resource 1 Fig. S1). This conserved response in the absence of a day–night light cycle suggests that the circadian clock controls some portions of the observed difference in response to heat shock at different times of the day.

### The time of day when heat shock is applied affects the early transcriptional responses

In diel conditions, up to 80% of the *Arabidopsis* transcriptome shows a rhythmic pattern of expression (Smith et al. 2004; Bläsing et al. 2005; Michael et al. 2008). We reasoned that this underlying difference in the basal transcriptional levels could affect the transcriptional response to heat stress and lead to the variation in thermotolerance we observe (Fig. 1). We examined the expression in unstressed conditions of known heat shock response regulators (HRRs) and heat responsive genes (HRGs) in published diel and circadian datasets. The peak of expression of HRRs was widely distributed throughout the day and night in both diel and circadian conditions (Online Resource 1 Fig. S2). We also found HRRs are enriched for cycling genes (Online Resource 1 Fig. S3 a), while HRGs are enriched for peaks in expression at specific times of day (Online Resource 1 Fig. S3 b). This variation in unstressed conditions may affect the downstream signaling cascade and explain the temporal sensitivity to heat shock.

To evaluate the global effects of time of day on the transcriptional response to heat shock, we examined the transcriptional response to heat stress at two times of day by RNA-Seq. We compared the transcriptional response to heat shock between plants treated 1 h after lights on (AM) and plants treated 1 h after lights off (PM) since we observed the most substantial variation in survival at these two time points (Fig. 1b). The lowest pretreatment temperature that leads to acquired thermotolerance in 1 h reported in the literature for *Arabidopsis* seedlings was 30 °C (Larkindale and Knight 2002). We confirmed that this moderate temperature stress induced acquired thermotolerance in our conditions. We exposed *Arabidopsis* seedlings to a 30 °C heat shock in either the AM or the PM time points for 1 h and quantified the transcript levels by RNA-Seq. 

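RNA-Seq libraries were made from aerial tissue of 14 day old seedlings of the wild-type accession Col-0, in 4 groups of 4 replicates: AM control, AM heat, PM control and PM heat. Heat-treated seedlings were held at 30 °C for 1 h and mock-treated seedlings at 23 °C. According to the paper's methods the treatment began at ZT 0.5 in the AM and at ZT 12.5 in the PM, where ZT is the number of hours after lights on. The results section places both treatments 1 h after lights on or lights off. Reads were aligned by the authors to TAIR10 with TopHat2 and counted per locus with htseq-count, on the reverse strand. The deposited values are these counts, without normalization. The number of reads counted on loci ranged from 14896808 to 25632892 in the AM control (median 21471738), from 14637914 to 27413957 in the PM control (median 21503728), from 16151248 to 29170840 in the AM heat group (median 22587147) and from 15753273 to 38812441 in the PM heat group (median 18986876). Scaling by edgeR's TMM method multiplied these totals by factors between 0.763 and 1.27, and CPM (counts scaled to a common total) below use the scaled totals. No 2 replicates of a group differed by as little as sampling noise: the dispersion index of the 24 pairs, which is near 1 for counts that differ by sampling alone, ranged from 11.2 to 140. Replicate numbers are shared between the groups, so it was checked whether they pair the libraries. Over the 14816 genes with a mean of at least 5 CPM, deviations from the group means correlated with a mean r of 0.502 between libraries with the same number. Libraries numbered 1 and 2 deviated together, as did those numbered 3 and 4, with a mean r of 0.483 between different numbers of the same pair. The mean r over all different numbers, -0.167, and across the pairs, -0.492, follow from these values, because deviations from a mean of 4 libraries sum to 0. The fit with the replicate number as a block is therefore given beside the fit without it.

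**Figure D1:**
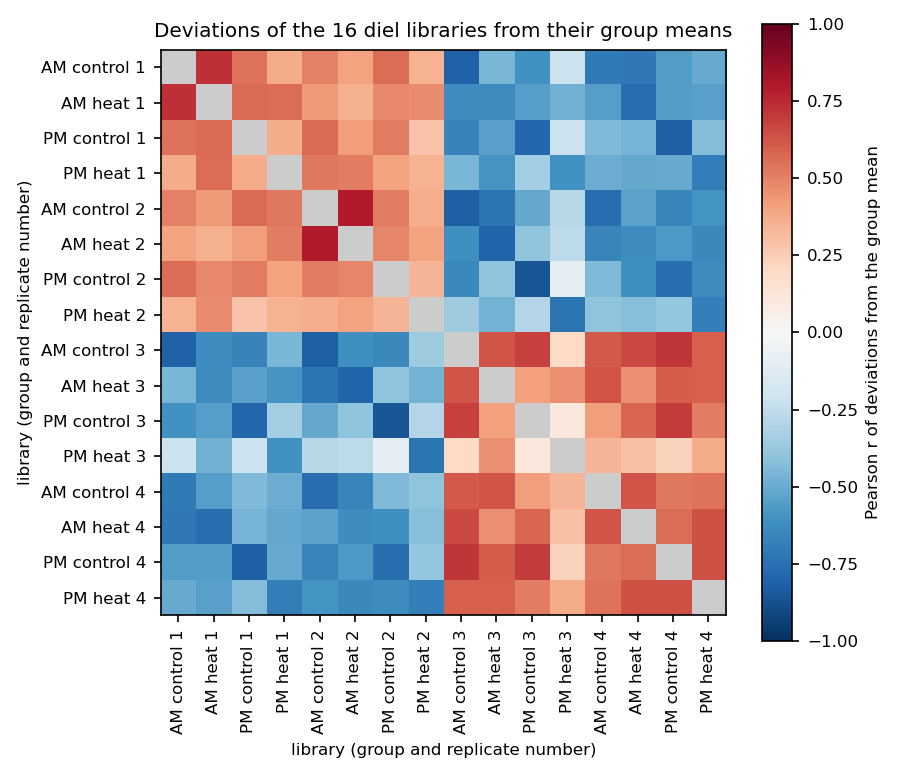
Pearson correlation, across genes, of each diel library's deviation from its group mean in log2 CPM, for the 16 libraries ordered by replicate number (both axes; red positive, blue negative, diagonal grey). Replicates 1 and 2 form one block of positive correlations and replicates 3 and 4 the other, in all 4 groups.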

Data for individual transcripts can be visualized at http://go.ncsu.edu/clockworkviridi. Heat-responsive transcripts were identified using DeSeq 2 (See “Materials and methods”, Analysis 1). 

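Genes with at least 10 counts in at least 1 of the 16 diel libraries were tested, 21404 of the 33601 loci. Each time of day was fitted alone with the treatment as the only term, as in the paper's Analysis 1, with edgeR's quasi-likelihood test in place of DESeq2. A gene was called heat-responsive at an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change over 0.5. In the AM, 2778 genes passed, 966 upregulated and 1812 downregulated. In the PM, 2530 genes passed, 1106 upregulated and 1424 downregulated. A test against the fold change limit (glmTreat) moved both counts by the largest factor, to 1096 in the AM and 419 in the PM. The replicate block gave 5132 genes in the AM and 3327 in the PM, where same-numbered libraries deviated together with the r of 0.502 given above. DESeq2 with its default settings called 3545 genes in the AM and 3912 in the PM. Leaving out each library in turn gave 1753 to 2468 genes in the AM and 591 to 4100 in the PM. In counts simulated from these libraries with 200 genes changed by 2 on the log2 scale, edgeR recovered 185 (92.5%) with 7 false calls. The changed genes were taken from those with higher mean counts, and the simulated libraries, unlike the real ones, had no replicate or pair effect.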

Using a standard categorization approach that compares response in the AM to the PM we identified 5655 transcripts that were responsive to heat stress in the AM, PM, or both time points (Fig. 2a, Online Resource 2). 

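With the AM and PM tests combined, 4205 genes were heat-responsive in the AM, the PM or both. Of these, 1103 passed at both times, 582 were upregulated and 1093 downregulated only in the AM, and 718 were upregulated and 709 downregulated only in the PM. The replicate block gave 6678 genes in all and 1781 at both times (r = 0.502 between same-numbered libraries), and DESeq2 gave 5730 and 1727.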

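Among the heat-responsive genes, 1684 changed upward and 2517 downward, and 4 changed in opposite directions at the 2 times of day. Genes passing at both times were mostly downregulated, 715 against 384 upregulated, as they were with DESeq2 (1157 and 554) and the replicate block (1127 and 623). The test against the fold change limit reversed this, with 103 downregulated and 144 upregulated. Without PM heat replicate 3 the numbers were 156 and 222, and without PM heat replicate 2 they were nearly equal, 297 and 294. Downregulated genes were the more numerous in the other settings. Under upper-quartile normalization in place of TMM, the numbers only in the AM became 463 upregulated and 1096 downregulated, and only in the PM 463 and 1142.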

Among these, 2379 were upregulated, and 3276 were downregulated. Enrichment analysis of each group indicated that heat shock and stress response GO categories are enriched in the uniquely AM responsive genes and genes responding at both times of day, but not in genes responding only at night (Online Resource 3). In transcripts responding specifically to the PM treatment, metabolic and cellular regulatory functions are enriched including response to stimulus, response to light intensity, DNA metabolic processes, and cell cycle processes (Online Resource 3).

**Fig. 2:**
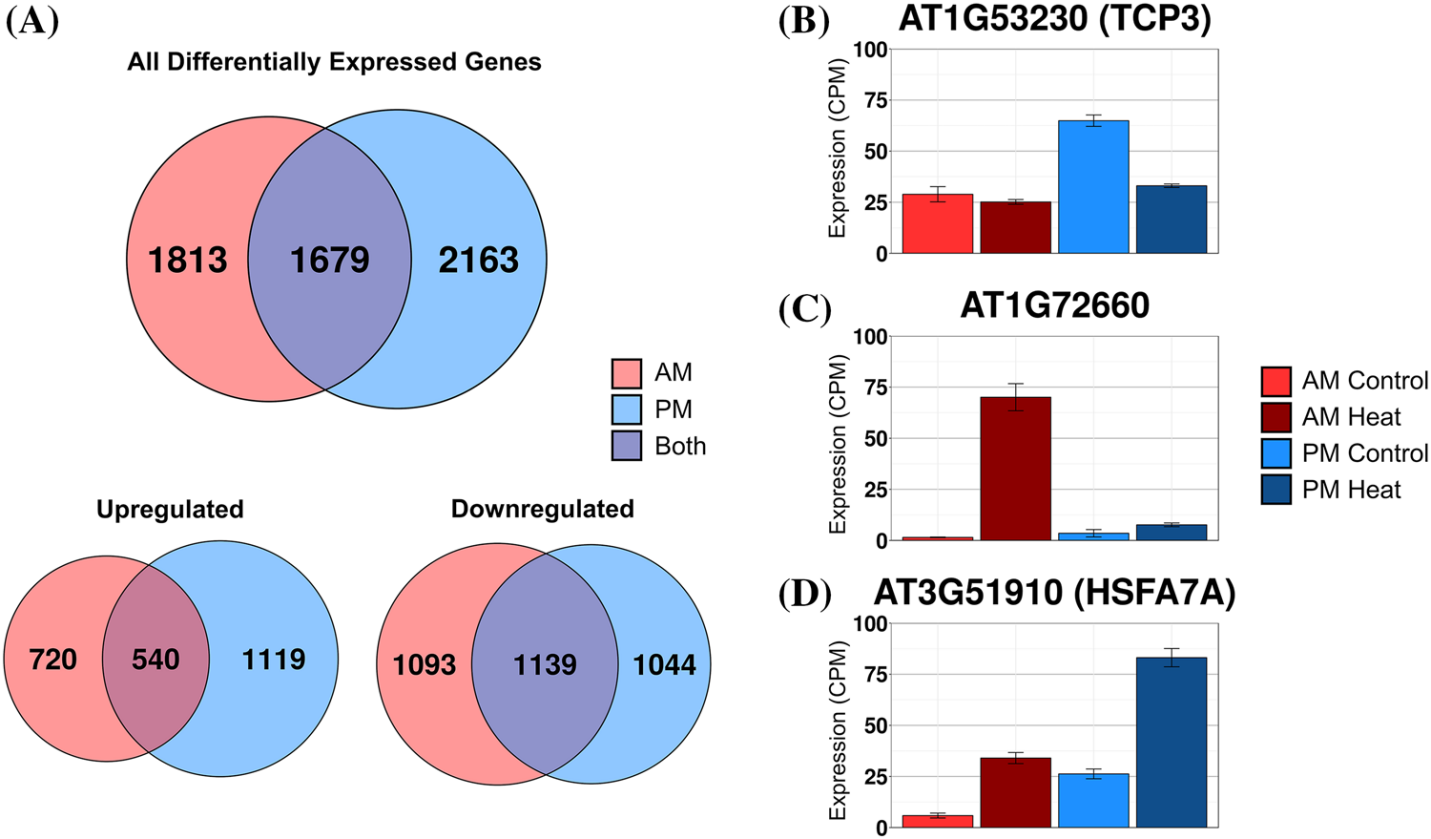
Standard categorization of *Arabidopsis* transcriptional response to heat shock. **a** Venn diagrams with the number of differentially expressed (DE) transcripts at each time of day (Log Fold Change > 0.5, adjusted *p* value < 0.05). **b** Expression levels of example transcript, AT1G53230 AM control (Light Red), AM heat shock, (Dark Red), PM control (Light Blue), PM heat shock (Dark Blue) demonstrating the effect of differences in control conditions on DE calls between the two time points. **c** Example transcript, AT1G72660 demonstrates circadian gating, where the magnitude of the induction in response to heat is substantially higher in the AM vs. PM time point. **d** Example transcript, AT3G51910 demonstrates both gating and basal differences. Error bars represent SE

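The 3 example transcripts had the following levels, each as the mean CPM ± SD over 4 replicates. TCP3 (AT1G53230, chromosome 1 from 19849788 to 19851725 in TAIR10.1, 2 exons) had 30.1 ± 8.28 in the AM control and 29.5 ± 2.60 in AM heat, against 54.1 ± 3.57 in the PM control and 32.7 ± 3.03 in PM heat. AT1G72660 (chromosome 1 from 27353765 to 27356852 in TAIR10.1, 11 exons), annotated as a P-loop nucleoside triphosphate hydrolase, rose from 1.57 ± 0.454 to 83.1 ± 21.5 in the AM and from 3.00 ± 3.07 to 7.52 ± 1.66 in the PM. Its log2 fold change was 5.71 (standard error 0.56, adjusted p = 8.35e-06) in the AM and 1.30 (standard error 0.48, adjusted p = 0.0648) in the PM. The difference between these responses, tested as the interaction in the 4-group edgeR fit, was -4.41 (standard error 0.71, adjusted p = 0.0110), and -4.94 to -3.44 in the fits that each left out a replicate number, passing in 1 of 4. With DESeq2 its PM response had an adjusted p of 0.0278, and with the replicate block 0.0166, both under 0.05, and it passed without replicate 1 as well. HSFA7A (AT3G51910, chromosome 3 from 19265141 to 19266806 in TAIR10.1) rose from 6.22 ± 2.95 to 40.5 ± 10.1 in the AM and from 21.9 ± 3.81 to 81.9 ± 6.88 in the PM. Its interaction did not pass, at -0.79 (standard error 0.36, adjusted p = 0.377), while its unstressed level was lower in the AM than in the PM by a log2 difference of -1.80 (standard error 0.26, adjusted p = 5.56e-05).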

### Temporal sensitivity of the early transcriptional responses to heat shock

We examined the transcriptional patterns across both the AM and PM time points to understand how the time of day could lead to different transcriptional responses. We considered transcripts to be gated if they showed a statistically significant different response to the same heat stress at the two times of day (e.g., Fig. 2b, c). Gating differences in heat shock responses could be observed if the transcript starts at different levels in unstressed conditions, shows a time of day sensitivity in response to heat stress, or a combination of both effects (e.g., Fig. 2d). Classifying genes based on which of these mechanisms lead to their difference in expression between the two times of day will facilitate understanding the regulatory differences that drive the variation in the transcriptional response to heat stress.

Gated genes may result from different regulatory activity, such as the presence or absence of specific activators or repressors, at the two times of day. To clearly identify and categorize AM and PM gated transcriptional responses we developed a refined categorization approach that classifies the heat response of each transcript based on three criteria: (1) The differences in expression in unstressed conditions between AM and PM, (2) If the response to heat shock is unique to one time of the day, and (3) If the heat response is up- or downregulated (Fig. 3). Using DeSeq 2, we analyzed the samples from all time points combined (See “Materials and methods”, Analysis 2 for linear model parameters). We identified 5512 transcripts that showed a response to heat in either time point. 

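All 16 diel libraries were fitted together with 4 groups, as in the paper's Analysis 2, so that both times of day shared one estimate of the spread (common biological coefficient of variation 0.261). In this fit 5272 genes passed the thresholds in the AM or the PM, 2904 of them in the AM and 3900 in the PM. The PM count alone was 2530 in the fit of the PM libraries by themselves. The test against the fold change limit moved the count most, to 1506. With the replicate block 7585 genes passed, against an r of 0.502 between same-numbered libraries. DESeq2 gave 6021 genes. A gene counted as having different unstressed levels when AM control against PM control passed the same thresholds, after the legend of Fig. 3, which speaks of differential expression. The paper's methods name only the fold change for this step, a rule under which 9185 genes differed. With both thresholds 6143 of the 21404 tested genes did, 3191 higher in the AM and 2952 higher in the PM.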

In unstressed conditions, 1213 (22% of all heat responsive transcripts, categories: 1–6) had a higher AM basal level and 787 (14%, categories: 7–12) had a higher PM basal level. 

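Of the 5272 heat-responsive genes, 1034 (19.6%) had a higher unstressed level in the AM and 713 (13.5%) had a higher one in the PM. The shares with the replicate block were 21.4% (1621 genes) and 17.2% (1307 genes), and with DESeq2 20.9% and 13.9%. When only the fold change had to pass, as the paper's methods word it, 1415 genes (26.8%) were higher in the AM and 1029 (19.5%) in the PM, which left 2816 (53.4%) with similar levels.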

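For 3513 genes, 66.6% of the heat-responsive genes, the AM control and the PM control did not differ past the thresholds. The share was 60.9% (4618 genes) with the replicate block and 64.9% (3905 genes) with DESeq2. A further 12 heat-responsive genes, not placed in any of the categories, passed in opposite directions at the 2 times of day.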

The remaining 64% (3512 genes, categories: 13–18) had similar expression levels in both AM and PM under unstressed conditions. We further divided each of these three categories based on whether they responded to heat only in the morning, only in the evening, or equally at both times of the day. Finally, transcripts were separated based on if the transcript was induced or repressed in response to heat. This classification results in 18 categories with 10 or more transcripts per category (Online Resource 4).

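The largest of the 18 categories was category 16, with 893 genes downregulated only in the PM from similar unstressed levels, followed by category 18 with 792 genes downregulated at both times. The smallest was category 12, with 48 genes. Categories 1 to 6, with a higher AM basal level, held 119, 133, 246, 264, 105 and 167 genes, and categories 7 to 11, with a higher PM basal level, held 89, 103, 284, 109 and 80. Categories 13, 14, 15 and 17 held 390, 538, 572 and 328 genes.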

**Fig. 3:**
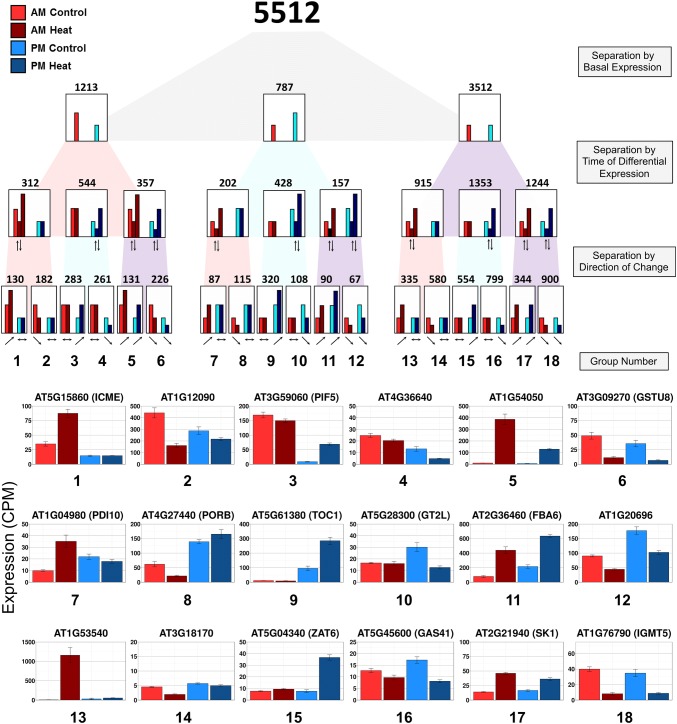
Refined categorization of differentially expressed genes responding to heat shock. Model diagram of how the refinement separates heat shock responsive genes at each branch point based on their expression level in AM control (Light Red), AM heat shock, (Dark Red), PM control (Light Blue), PM heat shock (Dark Blue) into eighteen subcategories. Each bar represents example expression of each time point for genes filtered at each step. Row one separates the 5512 heat responsive transcripts by their basal expression, grouping genes based on if their expression in unstressed conditions is higher in the AM (left, 1213); PM (middle, 787); or not differentially expressed between these two times of day (right, 3512). The relative height of the light-colored control bars represents the difference in unstressed levels between AM (red) and PM (blue). The second row separates the transcripts further based on if they are differentially expressed in the AM, PM, or at both times of day. The darker colored bars indicate the response to heat stress in the AM (dark red) or in the PM (dark blue). In this row, the transcripts have not been separated based on the direction of the response and where the dark colored bars are double indicates that the transcripts in that group are either up or down regulated at that time point. The bottom row separates the transcripts further by the direction of the response, splitting the genes into upregulated and downregulated categories, with arrows indicating the direction of differential expression. The numbers above each category are the total number of genes within the category at that level of the categorization. Categories with less than ten genes were omitted. Normalized expression levels for example genes for each category, identified by the corresponding category number are shown below. Error bars represent SE

Time of day independent transcripts with no temporal differences in the unstressed levels or the heat shock response between the AM and PM treatments account for 23% of the heat-responsive transcripts. These 1244 transcripts (categories: 17–18) include previously identified heat shock responsive factors such as HSFA2, MBF1c, and HSP26.5 (Sakuma et al. 2006; Nishizawa et al. 2006; Suzuki et al. 2008) (Online Resource 1 Fig. S4). 

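The genes that passed at both times of day in the same direction from similar unstressed levels numbered 1120, or 21.2% of the heat-responsive genes, 328 upregulated and 792 downregulated. The interaction passed for 8 of them. In the fit with the replicate block the group held 1597 genes (21.1%), 39 of them past the interaction, and with DESeq2 1293 genes, 30 of them past it.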

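HSFA2 (AT2G26150, chromosome 2 from 11135624 to 11137792 in TAIR10.1, 3 exons) rose from 8.43 ± 7.64 CPM (mean ± SD, n = 4) in the AM control to 446 ± 153 in AM heat, and from 3.86 ± 1.71 in the PM control to 300.3 ± 57.4 in PM heat. Its log2 fold changes were 5.71 (standard error 0.65, adjusted p = 3.40e-05) and 6.28 (standard error 0.67, adjusted p = 2.18e-05), from edgeR's quasi-likelihood test. MBF1c (AT3G24500, chromosome 3 from 8918267 to 8919683 in TAIR10.1, 1 exon) rose from 21.4 ± 14.4 to 583 ± 194 CPM in the AM and from 11.2 ± 3.69 to 453 ± 76.3 in the PM. Neither response differed between the times of day past the threshold, with an interaction of 0.58 (adjusted p = 0.840) for HSFA2 and 0.58 (adjusted p = 0.75) for MBF1c. The sign of the HSFA2 interaction changed when replicate 1 was left out. HSP26.5 was not analysed here.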

We also considered as time of day independent the 514 genes (9%, categories: 5–6, 11–12) with different basal levels, but a similar induction or repression in response to heat at both times of day (Fig. 3). This group includes heat-responsive factors such as HSP90.1, HSFB2A, and HSFA7A (Nishizawa-Yokoi et al. 2011; Cha et al. 2013; Lin et al. 2018).

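Another 400 genes, 7.59% of the heat-responsive genes, responded in the same direction at both times from different unstressed levels: 105 and 167 upregulated and downregulated from a higher AM level, and 80 and 48 from a higher PM level. The interaction test separated the AM and PM responses of 4 of the 400. DESeq2 placed 521 genes here, with 18 past the interaction, and the replicate block 797, with 28.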

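HSP90.1 (AT5G52640) had a higher unstressed level in the AM, 96.7 ± 89.0 CPM against 27.4 ± 8.77 in the PM (mean ± SD, n = 4), a log2 difference of 1.82 (standard error 0.65, adjusted p = 0.0418). The difference rested mainly on replicates 1 and 2, with 197 and 146 CPM in the AM and 34.8 and 29.8 in the PM. Replicate 3 had 24.1 CPM in the AM and 14.7 in the PM, and replicate 4 ran the other way, with 19.4 and 30.3. HSFB2A (AT5G62020) was also higher in the AM control, with 23.8 ± 3.94 against 9.32 ± 3.33 CPM. Heat raised HSFB2A by 1.57 (standard error 0.19, adjusted p = 6.14e-05) on the log2 scale in the AM and 2.42 (standard error 0.20, adjusted p = 1.36e-06) in the PM, with an interaction of 0.85 (adjusted p = 0.180). HSFA7A started from the higher level in the PM and responded at both times, by 2.69 (standard error 0.27, adjusted p = 9.11e-06) in the AM and 1.90 (standard error 0.25, adjusted p = 1.81e-04) in the PM.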

Not all classic heat shock response factors are time-independent. For example, we observed that APX2 (AT3G09640) and many of the HSP20-like transcripts (e.g., AT1G53540), are maintained at low basal levels at both times of day but are strongly upregulated in response to heat only in the AM (Fig. 3, Online Resource 1 Fig. S4). 

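APX2 (AT3G09640, chromosome 3 from 2956156 to 2958330 in TAIR10.1, 9 exons) was measured at 0.416 ± 0.0762 CPM in the AM control and 0.199 ± 0.0783 in the PM control (mean ± SD, n = 4), and at 35.6 ± 20.6 in AM heat and 0.754 ± 0.414 in PM heat. The log2 fold change of APX2 was 6.38 (standard error 0.46, adjusted p = 3.00e-07) in the AM and 2.03 (standard error 0.54, adjusted p = 0.0159) in the PM, so that the PM response passed as well, from a low level, as it did with the replicate block (adjusted p = 0.00392) and with DESeq2 (0.00189); with a replicate number left out it was 1.5 to 2.37 and passed in 2 of 4 fits. The AM response was larger, with an interaction of -4.36 (standard error 0.79, adjusted p = 0.0206) that ranged from -4.99 to -4.09 with a replicate number left out and passed in 0 of 4 fits. AT1G53540, an HSP20-like chaperone on chromosome 1 from 19980299 to 19981199 with 1 exon, went from 6.18 ± 6.01 to 1398 ± 601 CPM in the AM and from 25.3 ± 34.3 to 52.4 ± 8.03 in the PM. Its log2 fold change was 7.80 (standard error 1.00, adjusted p = 9.76e-05) in the AM and 1.05 (standard error 0.75, adjusted p = 0.333) in the PM, and its interaction was -6.75 (standard error 1.15, adjusted p = 0.0154), and -7.57 to -4.90 in the leave-out fits, passing in 0 of 4. The spread in the PM control was larger than its mean, and with the replicate block the PM response of AT1G53540 passed (adjusted p = 0.0415), as it did without replicate 1. Small HSPs form a multigene family, so values of single members are uncertain where reads match more than 1 of them.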

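Counted in the 4-group fit, 3740 of the 5272 heat-responsive genes (70.9%) passed the thresholds at one time of day only. The choice that moved this number most was the definition itself: where a gene had to pass the interaction test, 85 heat-responsive genes remained, 65 of them among the 3740 (1.74%). With the replicate block, 5152 genes passed at one time only and 491 of those passed the interaction, where deviations of same-numbered libraries had an r of 0.502. With DESeq2 the numbers were 4187 and 404. At the other time of day, 3152 of the 3740 genes (84.3%) moved in the same direction, and 1379 (36.9%) had more than 0.5 of the effect. The median ratio of the response at the other time to the response at the gene's own time was 0.390.

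**Figure D2:**
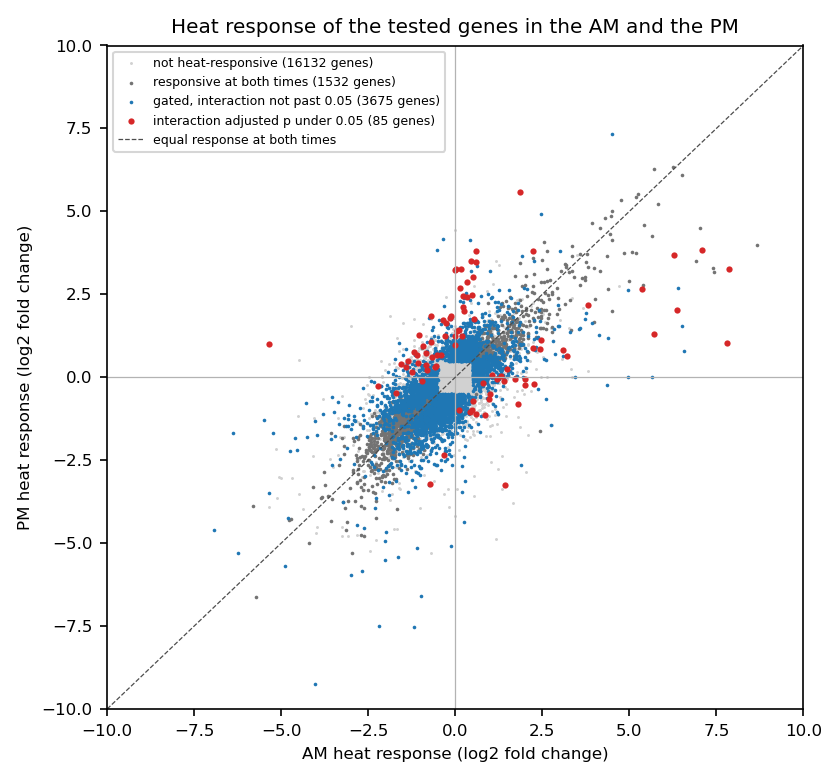
Heat response of the tested genes in the AM (horizontal axis, log2 fold change) and the PM (vertical axis, log2 fold change) in the 4-group fit, 1 point per gene. Blue points pass the thresholds at one time of day only without passing the interaction test, dark grey points pass at both times, light grey points at neither, red points have an interaction adjusted p under 0.05 (85 genes), and the dashed line marks equal responses.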

We observe that 3754 heat-responsive transcripts (68%, categories: 1–4, 7–10, 13–16) show a differential response depending on the time of day the heat shock is applied, meaning these responses are gated. Many of these heat-responsive transcripts have similar AM and PM expression levels in unstressed conditions yet still show a temporal sensitivity to the heat stress. These 2268 transcripts (41%, categories: 13–16), respond either only in the AM (915, categories: 13–14) or only in the PM (1353, categories: 15–16) (e.g., AT1G53540—*HSP20*-*like* and *ZAT6*) (Fig. 3). 

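In the 4-group fit 2393 genes (45.4%) responded at one time of day from similar unstressed levels, 928 only in the AM and 1465 only in the PM. Of these, 14 also passed the interaction test. The replicate block gave 3021 genes and 239 past the interaction, and DESeq2 2612 and 186. ZAT6 (AT5G04340, chromosome 5 from 1216058 to 1217362 in TAIR10.1, 1 exon) had 8.05 ± 1.46 CPM in the AM control and 11.2 ± 2.68 in AM heat (mean ± SD, n = 4), and rose from 6.45 ± 2.39 to 36.3 ± 5.39 in the PM. For ZAT6 the log2 fold change was 0.47 (standard error 0.24, adjusted p = 0.204) in the AM and 2.48 (standard error 0.25, adjusted p = 9.90e-06) in the PM, and the 2 responses differed by 2.01 (standard error 0.34, adjusted p = 0.0153). With a replicate number left out this difference was 1.86 to 2.26 and passed in 0 of 4 fits.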

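Genes whose AM and PM controls differed past the thresholds and that responded at one time of day only numbered 1347, or 25.6% of the heat-responsive genes. The interaction test passed for 51 of them (3.79%). With the replicate block there were 2131 such genes, with 252 past the interaction, and with DESeq2 there were 1575, with 218.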

We also observed combined effects of both differences in basal levels and the response to heat stress for 1486 (27%, categories: 1–4, 7–10) of the transcripts. 

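Within the genes that combined different unstressed levels with a response at one time, 444 (8.42% of the heat-responsive genes) responded only in the AM, 252 from a higher AM level and 192 from a higher PM level. The interaction passed for 20 of the 444, for 108 of 785 with the replicate block and for 86 of 535 with DESeq2. For example, PDI10 (AT1G04980) rose from 10.3 ± 1.86 to 41.1 ± 12.8 CPM in the AM and stayed at 18 ± 2.85 and 17.7 ± 3.11 in the PM (mean ± SD, n = 4), with an interaction of -2.03 (standard error 0.29, adjusted p = 0.00432) that was -2.34 to -1.86 in the leave-out fits and passed in 2 of 4.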

Of these transcripts that start at different basal levels, 514 (9%, categories: 1–2, 7–8) show a response to heat stress only in the morning. 

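Responses only in the PM from different unstressed levels were found for 903 genes (17.1%), 31 of which passed the interaction. With the replicate block 144 of 1346 did, and with DESeq2 132 of 1040. AT5G19190, an uncharacterized protein, was one, with 155 ± 36.7 and 183 ± 38.3 CPM in the AM control and AM heat groups and 27.6 ± 7.24 and 111 ± 8.97 in the PM (mean ± SD, n = 4), an interaction of 1.76 (standard error 0.29, adjusted p = 0.0120) that was 1.59 to 1.88 in the leave-out fits and passed in 1 of 4. When PM libraries were left out of the PM test, the number of genes upregulated only in the PM in the standard categorization ranged from 138 to 1353.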

While 972 (18%, categories: 3–4, 9–10) start at different basal levels and show a response to heat stress only in the evening, consistent with our observation that more uniquely heat-responsive transcripts are detected in the PM time point (Fig. 2a).

A subset of gated transcripts highlights the fact that examining the fold-change in response to heat stress may not provide a full characterization of the transcriptional response. For these transcripts, the level of transcript accumulation in unstressed conditions must also be considered. These transcripts are gated, showing a response to heat stress at only one time of day. However, the induction or repression after heat stress may not be significant when compared to the unstressed condition at the other time of day. For example, TCP3 transcripts (Fig. 2b) are significantly reduced in response to heat stress in the PM timepoint where the basal level is higher. 

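The PM control had 54.1 ± 3.57 CPM of TCP3 and the AM control 30.1 ± 8.28, a log2 difference, AM minus PM, of -0.84 (standard error 0.16, adjusted p = 6.21e-04). Heat lowered the transcript in the PM by a log2 fold change of -0.72 (standard error 0.16, adjusted p = 0.00571). Leaving out replicate 1 or replicate 4 raised this adjusted p to 0.0533 and 0.0763, at log2 fold changes of -0.68 and -0.67. The response passed with the replicate block (adjusted p = 0.00138) and with DESeq2 (3.69e-04).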

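TCP3 had an AM log2 fold change of -0.032 (standard error 0.16, adjusted p = 0.921), whose sign changed without replicate 2. Its AM and PM responses were not separated by the interaction test, at -0.69 (standard error 0.22, adjusted p = 0.202); with the replicate block the adjusted p of the interaction was 0.0542.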

In the AM time point, where the basal expression is lower, the TCP3 response to heat stress is not significant. Similarly, PIF5 is not induced under heat stress in the AM. However, in the PM, where the unstressed expression is significantly lower than the AM unstressed levels, the response to heat in the PM time point is significant (Fig. 3). 

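PIF5 (AT3G59060, chromosome 3 from 21827905 to 21830837 in TAIR10.1, 6 exons) was measured at 176 ± 26.6 CPM in the AM control and 176 ± 17.6 in AM heat (mean ± SD, n = 4), a log2 fold change of 0.00090 (standard error 0.16) whose sign changed with the replicate block and without replicate 2 or 3.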

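In the PM the PIF5 level was 7.21 ± 1.52 CPM in the control and 68.1 ± 9.58 after heat (mean ± SD, n = 4). The AM control exceeded the PM control by 4.61 (standard error 0.19, adjusted p = 4.90e-11) on the log2 scale, and the PM response was 3.24 (standard error 0.18, adjusted p = 4.48e-08). The PM response exceeded the AM response by 3.24 (standard error 0.24, adjusted p = 6.27e-06), and by 3.25 (adjusted p = 1.99e-05) with the replicate block. It was 3.15 to 3.38 with a replicate number left out and passed in 4 of 4 fits.

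**Figure D3:**
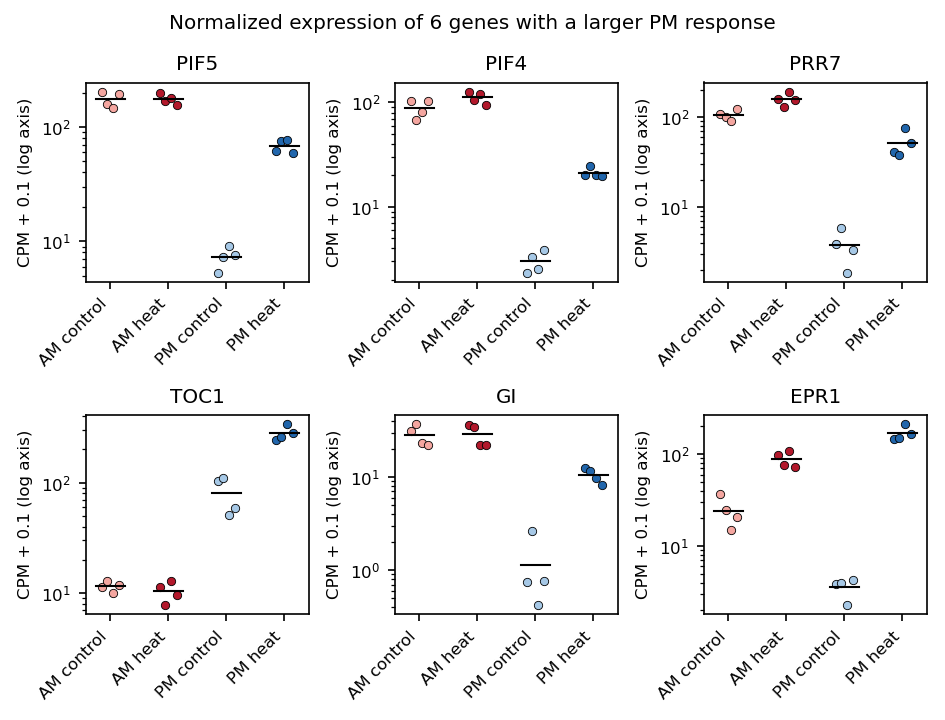
CPM of 6 genes with a larger PM than AM heat response, 1 point per replicate (4 per group) with the group mean as a line, on a log axis after adding 0.1. PIF5 lies lowest in the PM control and is raised in PM heat to a level below the AM control, while TOC1 starts higher in the PM.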

For these transcripts, comparing the changes in absolute level will result in a different interpretation than comparing the fold change (Online Resource 1 Fig. S5). In total, there are four categories with 660 transcripts (12%, categories: 2, 3, 7, 10) that have this pattern of expression where the time of day differences in response are primarily due to the differences in expression under unstressed conditions.

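Categories 2, 3, 7 and 10 held 133, 246, 89 and 109 genes, 577 together (10.9% of the heat-responsive genes). The test against the fold change limit gave 101 genes and moved the number most, the replicate block gave 973 (r = 0.502 between same-numbered libraries), and DESeq2 gave 692. When only the fold change had to pass for the unstressed levels to differ, 848 genes (16.1%) fell in these categories. The interaction test separated the responses of 30 of the 577, of 103 genes with the replicate block and of 92 with DESeq2. From such transcripts the paper proposes that the fold change alone does not fully characterize a response, and that the level in unstressed conditions has to be considered as well.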

### Functional enrichment of heat responsive transcripts varies depending on the time of heat treatment

Given that the transcriptional heat response showed significant variation depending on the time of day, we evaluated if there is a fundamental difference in the biological pathways involved in the response in the AM versus the PM. We analyzed functional enrichment from the refined categorization using gene ontology (GO) annotations (Ashburner et al. 2000; Carbon et al. 2017). Using BiNGO, we generated GO networks for genes that were upregulated only in the AM or PM or at both times of day (Maere et al. 2005). We did not detect any functional enrichment for genes uniquely upregulated in the AM. We then generated two networks of enriched functions: one for genes upregulated uniquely in the PM (Fig. 4a) and one for genes upregulated at both times of day (Fig. 4b). The majority of the categories related to heat shock were enriched in the transcripts induced at both times of the day, including “response to heat,” “protein folding”, “heat acclimation”, “water transport”, and “response to reactive oxygen species.” Since these GO terms are enriched in the categories that respond at both times of day, they may not contribute to the difference in survival and acclimation observed between the AM and PM samples. However, the transcripts responsive only in the PM are enriched for many uniquely night-responsive functional categories including photosynthetic and metabolic regulation. These pathways are transcriptionally activated in response to heat stress only in the PM either because these pathways are already expressed in unstressed conditions in the AM or because the response is gated.

**Fig. 4:**
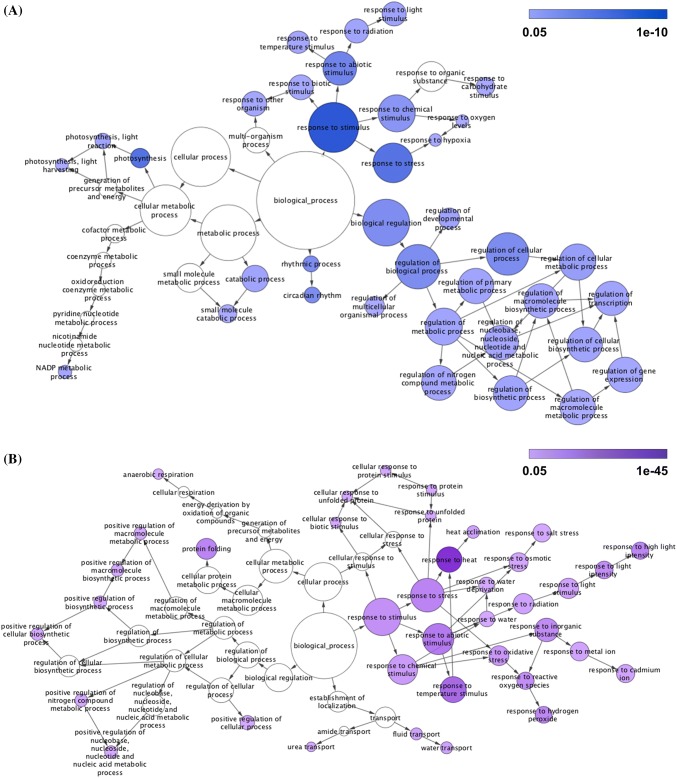
Time specific GO functional response networks. **a** The GO enrichment network for uniquely PM responsive transcripts. Functional categories upregulated only in the PM are colored blue and shaded based on the level of significance. **b** The GO enrichment network for transcripts that are heat shock responsive at both times of day. Functional categories upregulated at both AM and PM are colored purple and shaded based on the level of significance. We did not detect functional enrichment for any GO categories for transcripts upregulated only in the AM

We also investigated the GO functions enriched in downregulated transcripts (Online Resource 1 Fig. S6). In genes downregulated at both times of day (Fig. S6A), we observe general stress response and metabolic categories like “secondary metabolic process” and “cellular amino acid and derivative metabolic process.” Uniquely PM repressed transcripts (Fig. S6 b) are enriched for “DNA metabolic process” and “cell cycle.” Terms enriched in genes repressed only in the AM (Fig. S6 c) include “protein modification process” and “carbohydrate metabolic process”. This indicates that although there is a time-independent repression of some metabolic processes, both AM and PM time points contain repression of unique functions which can contribute to the difference in response to heat shock at each time of day we observe. This high-level overview of differences between dawn and dusk provides functional categories and associated genes that may connect to the differences seen in physiology and plant survival after heat stress. We collected in-depth GO data across all of our 18 categories using the PANTHER database (Thomas et al. 2003; Mi et al. 2017). We analyzed all detected functional enrichment groups and identified a total of 35 pathways (available at http://go.ncsu.edu/clockworkviridi) (Online Resource 5).

### Transcripts responsive at different times of day are enriched for different *cis*-regulatory elements

To understand the transcriptional regulatory cascade which drives the gated response to heat shock we observe, we analyzed promoter *cis*-regulatory motifs to identify time of day specific features. We searched for enriched *cis*-regulatory elements using Homer2 (Heinz et al. 2010) (Online Resource 6). A total of ten enriched elements were detected (*p* value < 1e–10) for genes responding at both times of day (e.g., AtMYB84-binding, AtHB5-binding). Additionally, we detected 4 enriched elements specific to AM responsive genes (e.g., bHLH-binding, Online Resource 6), and 5 elements specific to PM responsive genes (e.g., bZIP binding, E-box, Online Resource 6). We hypothesized that separating heat-responsive genes by the time of day they respond based on both basal levels and response to heat shock might reveal novel regulatory features. For example, transcripts such as TCP3 (Fig. 2b), which respond to heat shock only at night, may have been missed in previous analysis of *cis*-regulatory elements involved in heat responses. We identified enriched *cis*-regulatory motifs for gene categories identified by either the standard or refined categorization methods. We compared the enriched motifs identified in the standard categorization to our refined method which incorporates the difference in basal expression levels. 

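Promoters were taken as the 500 bp upstream of the annotated gene start in TAIR10.1 and searched on both strands for exact matches to a consensus, for 21266 of the tested genes. The heat shock element AGAANNTTCT was present in 19 of the 384 promoters of genes upregulated at both times (4.95%), against 2.33% of the other tested genes, an odds ratio of 2.18 (one-sided Fisher's exact test, p = 0.00228, adjusted p = 0.0114 over 5 tests). A window of 400 bp upstream and 100 bp downstream of the gene start moved this most, with 30 of the 384 promoters and an odds ratio of 3.61 (Fisher's exact p = 1.58e-08). This search for one given sequence is not the discovery of enriched motifs that the paper made with Homer2.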

Some motifs are detected in both approaches (e.g., HSE binding site motif AGAANNTTCT, standard: *p* value < 1e−90 refined: *p* value < 1e−61). 

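The bZIP element CCACGTCAKC, where K is G or T, was found in 10 of the 717 promoters of genes upregulated only in the PM (1.40%) and in 0.613% of the other tested genes. The odds ratio was 2.29 (one-sided Fisher's exact test, p = 0.0170, adjusted p = 0.0425).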

In PM-responsive genes, we identified a bZIP transcription factor binding element using the standard approach (CCACGTCAKC, (*p* value < 1e−19). This motif was also enriched in category 9 using our refined classification (*p* value < 1e−12). 

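In category 9, 5 of 284 promoters carried CCACGTCAKC (1.76%), against 0.624% of the other tested genes, an odds ratio of 2.85 (one-sided Fisher's exact test, p = 0.0360) that did not pass after adjustment (adjusted p = 0.0600). With the window from 400 bp upstream to 100 bp downstream, 10 of the 284 promoters had the element and the odds ratio was 4.66 (Fisher's exact p = 1.16e-04). With 1000 bp upstream it was 2.57, which passed after adjustment (adjusted p = 0.0393). With gene sets from DESeq2 it was 2.30 (Fisher's exact p = 0.0744, adjusted p = 0.124) and did not pass.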

The refined classification provides additional information on the expression patterns of the genes containing this motif. The expression pattern of the genes in this cluster are upregulated in the PM, but also have higher PM basal levels which means this element could also be involved in gene regulation in unstressed conditions. The refined categorization also identified enriched motifs that are not detected in the standard approach. 

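In the 500 bp upstream of the gene start, 0 of the 570 promoters of category 15 held an exact match to CGATTCACAC, which occurred in 12 other promoters (one-sided Fisher's exact test, p = 1). At that frequency 0.322 matches would be expected in 570 promoters, so that a count of 0 is the most probable one without any enrichment, and a motif from Homer2 is not limited to exact matches. With gene sets from DESeq2, 1 of 700 promoters of category 15 held it, an odds ratio of 2.67 (one-sided Fisher's exact test, p = 0.331).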

We detect an unknown element (CGATTCACAC, *p* value < 1e−11) in category 15. This element is not enriched in the standard categorization in any group of differentially expressed genes, including those upregulated in the PM. 

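Among the genes upregulated only in the PM, 1 of 717 promoters held CGATTCACAC, with an odds ratio of 2.61 (one-sided Fisher's exact test, p = 0.337, adjusted p = 0.421). Only exact matches to the consensus were counted.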

In total, we detected 12 unique elements in the refined categorization, and 10 unique elements in the standard categorization. While each approach identifies different elements, the finer tuning of the refined categorization, where there are fewer genes in each category and specific separation of categories based on expression in unstressed conditions and in response to heat shock, provides motifs that account for a specific expression pattern.

### Heat shock response in *Arabidopsis* is gated by the circadian clock

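The effect of the time of day on the heat response was tested in the 4-group edgeR fit as the PM response minus the AM response, which equals the interaction term of the paper's Analysis 3. A gene passed at an adjusted p under 0.05 with no limit on the fold change. In simulated counts with 200 genes given an interaction of 2 on the log2 scale, 181 (90.5%) were recovered with 10 false calls, and 176 (88%) with the replicate block. The changed genes were taken from those with higher mean counts, and the simulated libraries had no replicate or pair effect. These shares therefore do not give the share of real interactions found, nor do they compare the fits with and without the block in the real libraries.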

To identify the heat-responsive transcripts that are the most affected by the time of day, we performed differential expression analysis with a linear model that considers both the condition (untreated vs. treated with heat) and the time of day (day vs. night) (See “Materials and methods”, Analysis 3 for detailed linear model). We classify the resulting 572 differentially expressed genes as our temporally heat responsive transcripts. 

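In this test 85 genes passed, 50 with a positive and 35 with a negative difference, and 2650 genes had an unadjusted p under 0.05. DESeq2 gave 564 genes with the same libraries and model. The replicate block gave 688, with same-numbered libraries correlated at r = 0.502. Of the 85 genes, 84 were in the paper's list of 572, and all 572 had an unadjusted interaction p under 0.05 in the edgeR fit. All 564 DESeq2 genes and 415 of the 688 block genes were in the list. Leaving out libraries gave between 10 and 252 genes. Among genes with a mean of at least 5 CPM, the largest positive interactions with the same sign in all 4 replicate numbers were those of EPR1 (AT1G18330), 3.72 (standard error 0.37, adjusted p = 1.14e-04), PIF5, and GI (AT1G22770), 3.24 (standard error 0.56, adjusted p = 0.0154). EPR1, annotated as a homeodomain-like protein, rose from 24.2 ± 9.39 to 88.5 ± 16.8 CPM in the AM and from 3.50 ± 0.897 to 168 ± 30.3 in the PM (mean ± SD, n = 4). The largest negative ones were those of AT1G53540, HSP17.4 (AT3G46230), -4.60 (standard error 0.85, adjusted p = 0.0206), and AT1G72660. With each replicate number left out in turn, 11, 38, 15 and 10 genes passed. The interaction in these fits was 3.60 to 3.81 for EPR1 (passing in 4 of 4), 2.95 to 4.12 for GI (1 of 4) and -4.93 to -3.33 for HSP17.4 (0 of 4). HSP17.4 went from 9.77 ± 4.60 to 2309 ± 331 CPM in the AM and from 26.5 ± 32.2 to 257 ± 51.8 in the PM, where replicate 1 of the control lay far above the others. The same held for replicate 2 of the PM control in GI.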

Using hierarchal clustering, we grouped these genes to identify representative response groups (Fig. 5, Online Resource 7).

**Fig. 5:**
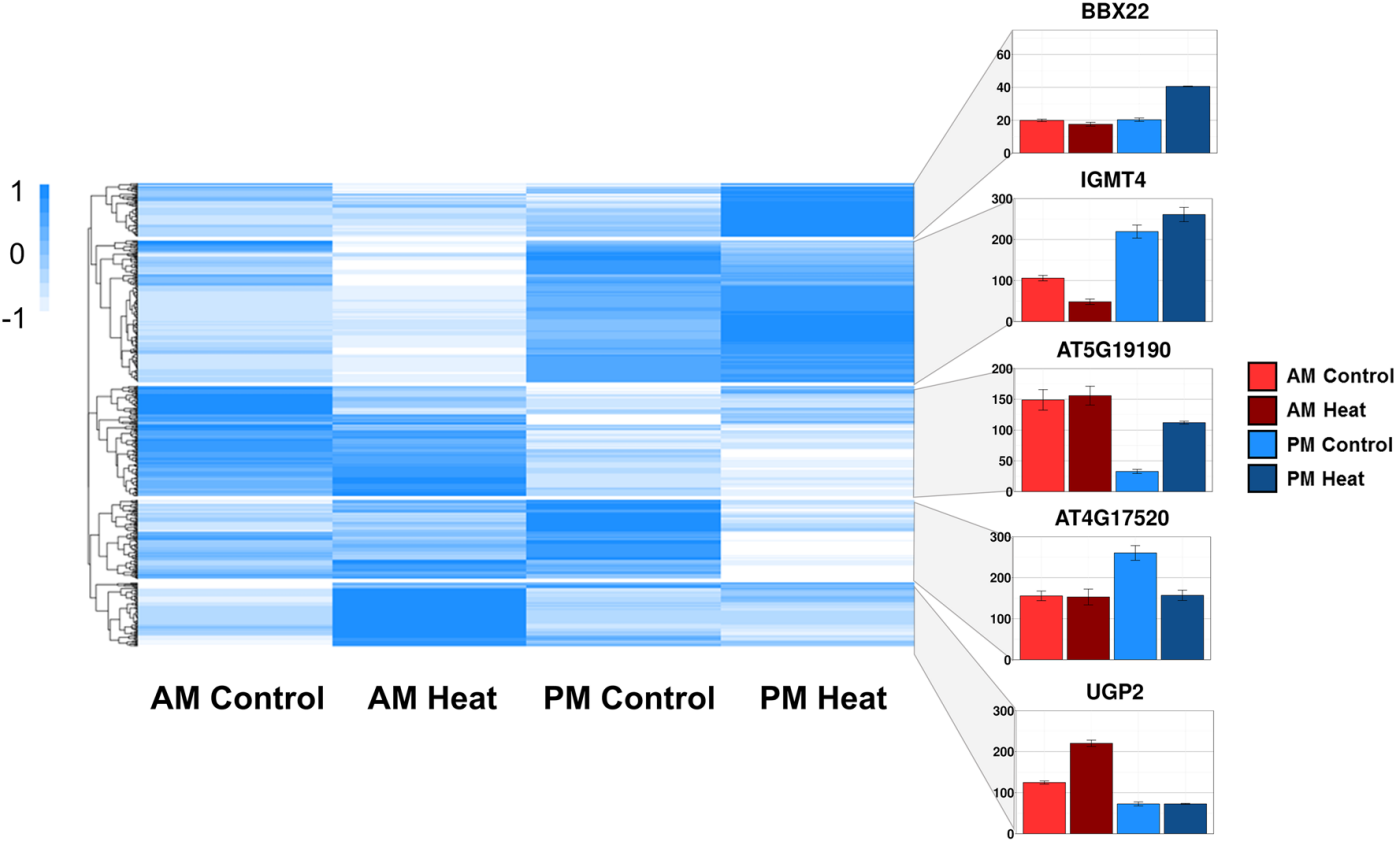
Heatmap of temporally heat responsive transcripts. We performed hierarchal clustering on the 572 temporally heat responsive transcripts. Each gene is scaled independently by row, the color represents the level of normalized gene expression, ranging from blue (highest expression level) to white (lowest expression level). Five primary groups, representing time of day dependent heat shock response patterns are highlighted. Expression levels in AM control (Light Red), AM heat shock, (Dark Red), PM control (Light Blue), PM heat shock (Dark Blue) are shown for a representative gene for each group, y-axis of the inset example genes is Expression levels (CPM). Error bars indicate SE

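The 572 transcripts were placed by the paper in 5 clusters, numbered as in Fig. 5, and medians over each were taken from the 4-group edgeR fit. Group 5 (81 genes) had a median log2 fold change of 1.62 in the AM and 0.287 in the PM, and all 81 were upregulated past the thresholds in the AM. Group 1 (68 genes) had medians of -0.0514 and 1.06, with 64 genes upregulated in the PM. Group 2 (181 genes) had medians of -0.469 and 0.381, with 74 genes downregulated in the AM and 60 upregulated in the PM. Group 4 (101 genes) had medians of 0.304 and -0.574, with 51 genes downregulated in the PM. Group 3 (141 genes) had medians of 0.0996 and 0.114, with 45 genes upregulated and 42 downregulated in the PM. The number of genes past the interaction test was 11 in group 1, 15 in group 2, 31 in group 3, 4 in group 4 and 23 in group 5.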

Clustering reveals five major patterns of heat-shock responses: Two groups that are upregulated in the PM (groups 1 and 3), downregulation in the AM (group 2), downregulation in the PM (group 4), and finally AM upregulation (group 5). Group 1 and group 3, the two PM upregulated groups, are separated by basal expression levels. 

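The median levels of group 1 were 19.0 CPM in the AM control, 17.6 in AM heat, 18.9 in the PM control and 38.6 in PM heat. In group 3 they were 44.8, 43.7, 10.9 and 12.4 CPM, in the same order.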

Group 3 contains transcripts with higher AM basal levels than group 1, although both are strongly upregulated in response to heat in the PM. 

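AM control exceeded PM control by a median log2 difference of 1.67 in group 3 and 0.236 in group 1.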

In this set of 572 differentially expressed genes, we identified 78 transcription factors. Among these, the pseudo-ARR transcription factors are enriched (adjusted *p* value < 0.05), suggesting they play a role in the time of day variation in heat responses.

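The pseudo-response regulators are a family of 5 clock-associated transcription factors, PRR3, PRR5, PRR7, PRR9 and TOC1. Among the genes past the interaction test, 3 of the 5 were present, against 82 of the 21399 other tested genes (one-sided Fisher's exact test, p = 6.01e-07). In the paper's list the numbers were 3 and 569 (p = 1.82e-04), and with the replicate block 3 and 685 (p = 3.15e-04). All tested genes served as the background, not only transcription factors. The family was tested because the paper found it enriched in the same libraries, so these p-values are not independent evidence. PRR7 (AT5G02810) rose from 3.68 ± 1.68 to 51.8 ± 17 CPM in the PM and from 105 ± 14.1 to 159 ± 26.1 in the AM (mean ± SD, n = 4), an interaction of 3.20 (standard error 0.40, adjusted p = 0.00129). For PRR3 (AT5G60100) the interaction was 1.86 (standard error 0.34, adjusted p = 0.0196) and for TOC1 (AT5G61380) 1.95 (standard error 0.33, adjusted p = 0.0153). In the leave-out fits they were 2.90 to 3.57 for PRR7, 1.60 to 2.21 for PRR3 and 1.77 to 2.2 for TOC1, passing in 2 of 4, 1 of 4 and 0 of 4. PRR5, at 1.17 (adjusted p = 0.302), and PRR9, at -0.32 (adjusted p = 0.854), did not pass.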

To evaluate the role of the circadian clock on the observed transcriptional responses and the effects of gating we tested the heat shock response in the absence of diel cues in constant light. We grew *Arabidopsis* seedlings in 12 h light:12 h dark at 23 °C and transitioned the chamber into constant light and temperature conditions after 10 days. At 12 days, we heat shocked the plants at 30 °C for 1 h after subjective dawn and 1 h after subjective dusk and compared control and heat-shock gene expression levels by RNA-Seq and qRT-PCR. For two transcripts which were classified as either gated (*HSP17.4*, category 17) or induced only in the PM (*PIF5*, category 3) in response to heat shock in diel conditions, we examined the response in constant light by qRT-PCR with four replicates. *HSP17.4* is induced in both the AM and PM time points in constant light (Fig. 6a). However, the level of induction is still greater in AM (*t* test, *p* value < 0.05). The evening specific transcriptional response of *PIF5* to heat shock persisted in circadian conditions. As we observed in light:dark cycles, under continuous light, expression of *PIF5* is high in the AM control plants, and there is no significant response to heat shock in the AM. In the PM, *PIF5* expression is low in control conditions, and a significant increase in response to heat shock occurs, returning *PIF5* to the AM control levels (Fig. 6b). Like *PIF5*, the time of day difference in response for the 660 transcripts in categories: 2, 3, 7, 10 is primarily due to the differences in expression between AM and PM time points in unstressed conditions. In previous analysis of transcriptional responses in constant light (Harmer et al. 2000; Edwards et al. 2006), the unstressed levels of these 660 genes retain their variation in expression throughout the day and are enriched for cycling genes (*p* value < 1e−12 for both circadian datasets). 

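For the circadian experiment, seedlings moved from light:dark cycles to constant light for 2 days were treated at 30 °C for 1 h or mock treated at 23 °C, after subjective dawn and subjective dusk. The methods and the sample labels give an age of 14 days and the results section 12 days. There was 1 library per condition, so the constant light values carry no replicate check and no p-value. The counts, made by the authors as for the diel libraries, totalled 19957156 in the AM control, 12503844 in the PM control, 12584052 in AM heat and 8594948 in PM heat. TMM factors were computed over all 20 libraries, and the 4 diel group means of each gene were correlated with its 4 constant light values by Pearson's r.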

To determine if the trend in time of day variation of transcriptional response persisted, we analyzed one replicate from each time point by RNA-Seq. 

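Of the paper's 572 time-dependent transcripts, 335 (58.6%) had an r above 0.7 between the diel means and the constant light libraries. Of the 85 genes past the interaction test here, 58 (68.2%) had an r above 0.7. On log2(CPM + 1) the number was 345 and with scaling by library size alone 350. In 10000 random sets of 572 genes matched on mean expression, the median number was 216 (37.8%), and the central 95% ran from 195 to 239. The interaction ran in the same direction in constant light for 292 of the 335 genes (87.2%) and for 47 of the 58, and in the other direction for 43 and 11. Replacing r by the direction of the interaction on the log2 scale moved the share most: it was the same for 454 genes (79.4%), against a median of 345 in the random sets. The random sets were drawn from the other genes and were not matched on the size of the response.

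**Figure D4:**
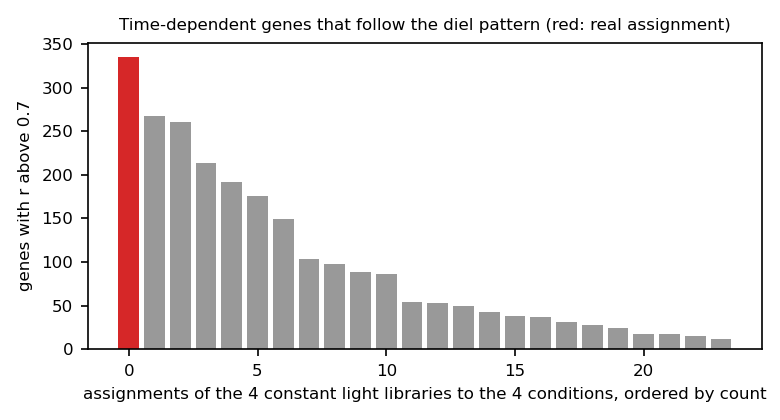
Number of the 572 time-dependent genes with r above 0.7 between diel and constant light values (vertical axis) for each of the 24 assignments of the 4 constant light libraries to the 4 conditions, 1 bar each. The real assignment, in red, gives 335 genes and the next largest 267.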

Of the 572 time-dependent transcripts (Fig. 5), 191 (33%) showed a similar gating response in constant conditions (Pearson’s correlation coefficient between the circadian and diel data > 0.7). We manually compared transcripts with a correlation coefficient between 0.5 and 0.7 and observed that another 18 transcripts showed a similar trend in transcriptional response to heat stress between the diel and circadian experiments. 

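A further 87 of the 572 genes had an r between 0.5 and 0.7. No manual comparison of their patterns was made here.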

Data for individual transcript expression in constant light can be visualized at http:/go.ncsu.edu/clockworkviridi. 

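In the single constant light libraries, PIF5 was measured at 178, 185, 38.6 and 147 CPM in the AM control, AM heat, PM control and PM heat, and its r with the diel means was 0.913. The other genes with the largest interactions had, in the same order, 35.8, 215, 38.2 and 82.2 CPM (EPR1, r = 0.396), 37.2, 43.2, 41.3 and 36.0 (GI, r = 0.0610), 3.31, 287, 4.54 and 118 (AT1G53540, r = 0.925), 6.56, 1321, 12.5 and 256 (HSP17.4, r = 0.996) and 3.87, 51.5, 2.34 and 13.5 (AT1G72660, r = 0.988). Of the 20 named genes past the interaction test, 15 had an r above 0.7 and 5 did not, among them PORB at -0.101 and GT2L at 0.0907. A high r did not always go with the same gating: of the 15, 13 kept the direction of the interaction in constant light and 2 did not. PIF4 (r = 0.896) changed by a factor of 2.36 in the AM and 1.59 in the PM, against 1.23 and 7.22 in diel conditions, and ZAT6 (r = 0.864) by 3.28 and 1.91, against 1.36 and 5.62. Of the other 5, only PORB kept the direction. These constant light changes have no replicate check. Among the 5 clusters, r exceeded 0.7 for 44 genes of group 1, 115 of group 2, 78 of group 3, 34 of group 4 and 64 of group 5. From gating that remained in the absence of light and temperature cycles the paper proposes that the circadian clock is partially involved in the difference between the times of day. The paper's evidence includes qRT-PCR of HSP17.4 and PIF5 in constant light with 4 replicates, and survival in constant light, neither analysed here.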

The conserved gating effects under constant light (Fig. 6) indicate that the circadian clock is partially involved in regulating the transcriptional processes that lead to the time of day differences in the transcriptional response to heat shock. These results are consistent with the persistent differences in survival between dawn and dusk we observe in constant light (Online Resource 1 Fig. S1).

**Fig. 6:**
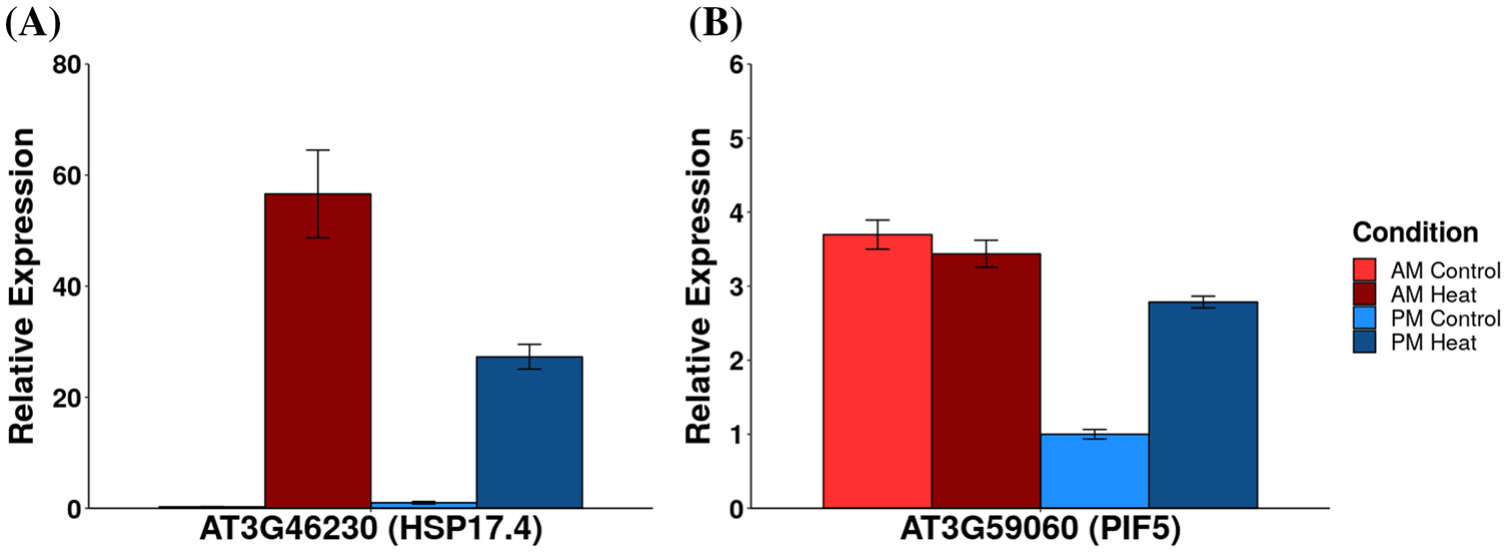
Expression of gated genes in constant light. qRT-PCR analysis of plants grown in 12:12 light:dark cycles and then transferred to constant light. On the second day in constant light, plants were heat shocked 1 h after subjective dawn (AM) or 1 h after subjective dusk (PM). **a** Expression levels of AT3G46230 (*HSP17.4*) in AM control (Light Red), AM heat shock, (Dark Red), PM control (Light Blue), PM heat shock (Dark Blue) normalized to the PM control expression level. **b** Expression of AT3G59060 (*PIF5*) in constant light conditions normalized to levels in the PM control samples. Error bars represent ± standard error, n = 4

## Discussion

### Temporal variation in physiological and transcriptional responses to heat stress

Examining the transcriptional response of *Arabidopsis* to heat shock at two times of day offers a unique perspective on the complex interaction between time and temperature. We observed that both the transcriptional and physiological responses vary depending on the time of day when the stress is applied. *Arabidopsis* plants showed the greatest tolerance to heat shock when the stress was given 1 h after dusk. Plants treated 1 h after dawn had the greatest sensitivity to heat shock. There was little difference in either the basal tolerance or acclimated tolerance in plants treated at midday or midnight suggesting that it is not simply the presence or absence of light that contributes to this variation in response between dawn and dusk. Solar noon, the period when the sun’s radiation is the strongest, occurs around midday. However, in many locations the earth receives more heat than it can radiate back into space. This period of delay between solar noon and the maximal temperature known as the thermal response. Although a number of environmental factors impact the thermal response, in summer it can extend for several hours. The observations here of enhanced tolerance to heat stress at dusk compared to dawn, midday, or midnight are consistent with dusk being the hottest period of these four times during the summer months in many locations. Moreover, in plants grown in constant light, the variation in response observed in diel conditions persisted. These results suggest that this daily variation in sensitivity is in part controlled by the circadian clock serving to anticipate the hottest times of the day. Previous work has shown that light-induced chloroplast signaling is involved in the time of day dependent thermosensitivity that we observe (Dickinson et al. 2018).

### Time of day sensitivity in the transcriptional response to heat shock

Similar to the variation in survival between dawn and dusk, the transcriptional response to 1 h heat stress shows a different profile depending on the time of day the stress is applied. This indicates that the transcriptional response to a stress applied at a single time of day is only a snapshot of the range of possible responses. Evaluating the response at two time points reveals some challenges with transcriptional analysis that may not be obvious when examining the response from a treatment at a single time of day. For example, the most common method of identifying genes of interest in response to a stress is to identify those with a large induction compared to the control. However, a gene can be significantly induced by heat shock at one time of day compared to the control and yet the absolute level could be well below the unstressed level at the other time of day. For example, AT3G59060 (PIF5), is induced 7.9 fold in response to heat stress in the PM time point, but that heat-induced level is still significantly below (2.5 fold) the unstressed level at the AM time point (e.g., Online Resource 1 Fig. S5). 

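The PM response of PIF5 corresponds to a fold change of 9.45 in the 4-group edgeR fit. PM heat against AM control gave a log2 fold change of -1.37 (standard error 0.16, adjusted p = 4.91e-06), so that the PM heat level was lower by a factor of 2.58. The log2 value was -1.38 with the replicate block (r = 0.502 between same-numbered libraries) and ran from -1.51 to -1.24 with each replicate number left out.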

We have only sampled two times points, yet 660 genes show this type of expression pattern (e.g., Fig. 3: Categories 2,3,7, and 10). Variation in unstressed levels at other times of day could be greater than the heat shock response we see at the two times of day we stressed the plants. The digital nature of RNA-Seq allows us to consider the absolute level of gene expression with a confidence not possible through hybridization analysis methods. This raises an important question: is the level of induction or the absolute level of expression the more relevant biological feature for gene function? This most likely depends on the question of interest. In our example, we speculate that the transcriptional induction of PIF5 at night may not be relevant to the enhanced survival. This is because we observe that its absolute level is higher in the morning in both unstressed and heat shock conditions, when the plant is more sensitive to heat, compared to the PM time point after heat shock. However, for identification of transcriptional regulators and conserved *cis*-regulatory elements, it is important to focus on the response to heat shock. 

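Every AM library had more PIF5 than every PM heat library: the 8 AM libraries ranged from 148 to 204 CPM and the 4 PM heat libraries from 58.6 to 77.4 CPM.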

Increases in the level of these transcripts, regardless of the absolute level, may indicate that the transcript is downstream of a pathway that senses heat and therefore, can be used to identify upstream components. It is important to note that our RNA-Seq approach is only measuring the steady state levels of RNA, therefore what we interpret as an induction could also be a consequence of changes in turnover (Lidder et al. 2005; Ding et al. 2014; Su et al. 2018).

To examine the regulatory differences between the two times of day, our approach focused on the change in levels compared to the unstressed controls, ignoring differences in the absolute level. We used a time-based supervised categorization to classify differentially heat-responsive transcripts. By first considering the underlying changes in the control samples across time, this approach identifies genes that show temporal variation in their response to heat shock, distinguishing genes with gated responses from those that are independent of the time of day. Motif enrichment analysis improved when analyzing categories from the refined categorization. Expected motifs, such as the heat shock element, could be detected in both methods. However, our ability to detect novel motifs when grouping into finer categories based on both factors indicated that the basal expression level and the response of the gene provide new insights when considered in combination.

### Time of day specific transcriptional signature in response to heat stress

A more complete understanding of the heat shock response requires that we consider temporal effects. It has previously been suggested that different abiotic stresses such as heat and salinity produce unique molecular signatures (Martinez et al. 2016). For example, each stress produces a unique ROS signature and this classification can help identify specific tolerance mechanisms. We propose that this signature of response can be extended to include a temporal component that has been mostly ignored. We observe that time of day the heat shock is applied can alter the heat-response signatures. Like stress-specific signatures, this variation can be used to understand the network connections and facilitate comparing experimental results between laboratories. In our analysis of the response to heat shock at dawn and dusk, we observe differences in the downstream transcript levels. This observation suggests that the *Arabidopsis* molecular heat response network varies between these two times of day.

HSFA1 factors serve as master regulators of the heat shock response (Nishizawa-Yokoi et al. 2011). HSFA1a, HSFA1e, and HSFA1d are not differentially expressed in response to heat shock at either time point, in agreement with the mechanism that HSFA1s are activated by release of the repression activity of HSP70 and HSP90 (Yamada et al. 2007; Hahn et al. 2011; Ohama et al. 2015). 

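The log2 fold changes of HSFA1a (AT4G17750) were 0.20 in the AM (adjusted p = 0.602) and 0.20 in the PM (adjusted p = 0.538). HSFA1e (AT3G02990) had 0.32 in the AM (adjusted p = 0.401) and -0.20 in the PM (adjusted p = 0.547), and HSFA1d (AT1G32330) 0.41 in the AM (adjusted p = 0.246) and 0.19 in the PM (adjusted p = 0.579). All 3 were expressed at a few CPM, from 2.60 for HSFA1e in the AM control to 9.83 for HSFA1d in AM heat.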

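HSFA1b (AT5G16820) had 9.33 ± 2.53 CPM in the PM control and 14.2 ± 0.30 in PM heat (mean ± SD, n = 4), a log2 fold change of 0.60 (standard error 0.17, adjusted p = 0.0197). In the fit of the PM libraries alone the adjusted p was 0.0856. The response passed with the replicate block (adjusted p = 0.00722) and with DESeq2 (0.00373). With a replicate number left out it was 0.41 to 0.69 and passed in 1 of 4 fits. The AM values were 9.51 ± 0.738 and 9.74 ± 0.575 CPM, and the interaction was 0.57 (standard error 0.24, adjusted p = 0.339).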

We observe HSFA1b is induced in the PM, but not in the AM. Yoshida et al., (2011) identified candidate HSFA1 targets by examining the change in the transcriptional response to heat stress in the *hsfa1a/b/d/e* quadruple mutant (Yoshida et al. 2011). Sixteen of their top 100 targets were molecular chaperones. 

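HSP21 (AT4G27670, on chromosome 4 from 13818825 to 13819971) rose from 0.331 ± 0.229 to 62.4 ± 48.1 CPM in the AM and from 0.459 ± 0.431 to 4.24 ± 1.53 in the PM (mean ± SD, n = 4). Its log2 fold change was 7.44 (standard error 0.77, adjusted p = 1.34e-05) in the AM and 3.19 (standard error 0.70, adjusted p = 0.00586) in the PM. The interaction of HSP21 was -4.25 (standard error 1.07, adjusted p = 0.0930), and its adjusted p was 0.0273 with the replicate block and 0.00563 with DESeq2. The fold change of AT1G53540 was 223 in the AM and 2.07 in the PM, where it did not pass. Other members of the set of chaperones were not analysed here as a set.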

We observed induction of all 16 of these molecular chaperones and the response was higher in the AM, for all l6 transcripts, with four showing little or no induction in the PM (e.g., AT1G53540 and AT4G27670 – *HSP21*) perhaps suggesting that the transcriptional induction by HSFA1s is enhanced by other factors present in the AM (Fig. 3, Online Resource 1 Fig. S4). However, another target of HSFA1, DREB2A, is induced by heat shock in both the AM and PM, with a larger induction level in the PM (Yoshida et al. 2011) (Online Resource 1 Fig. S4). This difference in the temporal response of the targets of HSFA1 suggests additional components may function in combination with HSFA1 to provide specificity in the induction of the HSFA1 targets. 

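DREB2A (AT5G05410) rose from 6.53 ± 3.12 to 21.5 ± 5.25 CPM in the AM and from 8.66 ± 6.09 to 72.5 ± 9.00 in the PM (mean ± SD, n = 4). The log2 fold changes were 1.70 (standard error 0.45, adjusted p = 0.0177) and 3.05 (standard error 0.46, adjusted p = 4.91e-04), and their difference did not pass (interaction 1.35 (standard error 0.61, adjusted p = 0.383)). The AM response passed with the replicate block (adjusted p = 7.21e-04) and with DESeq2 (0.00150). In the leave-out fits it was 1.54 to 1.91 and passed in 1 of 4.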

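In edgeR's 4-group fit HSP70 (AT3G12580) had log2 fold changes of 4.47 in the AM (adjusted p = 7.88e-04) and 4.85 in the PM (adjusted p = 5.23e-04). HSP90.1 had 5.24 in the AM (adjusted p = 2.94e-04) and 5.53 in the PM (adjusted p = 2.44e-04), and HSP90.2 (AT5G56030) 2.52 in the AM (adjusted p = 0.00173) and 2.28 in the PM (adjusted p = 0.00309). None of the 3 interactions passed: they were 0.38 (adjusted p = 0.925) for HSP70, 0.29 (adjusted p = 0.948) for HSP90.1 and -0.25 (adjusted p = 0.928) for HSP90.2. The HSP90.1 interaction was -0.031 with the replicate block.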

There are other known genes in the heat shock response which are induced at both times of day, including HSP70, HSP90.1, and HSP90.2 chaperones. These three HSP factors are also induced to a higher level in the AM compared to the PM (Online Resource 1 Fig. S4). 

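The AM heat and PM heat levels were compared with exact permutation tests, 5 comparisons in all, in which 0.0286 is the smallest p that 4 libraries against 4 allow. HSP70 had a mean of 6355 CPM in AM heat (3187 to 10030) and 1881 in PM heat (1284 to 2540), a ratio of 3.38, with every AM heat library above every PM heat library (exact two-sided p = 0.0286, adjusted p = 0.0714). HSP90.1 had 3646 against 1265 CPM, a ratio of 2.88 (exact p = 0.0857, adjusted p = 0.143). HSP90.2 had 1721 and 1029 CPM (exact p = 0.314). This test ignores the shared replicate numbers. Within same-numbered pairs, AM heat was higher in 4 of 4 for HSP70 and HSP90.1 and in 3 of 4 for HSP90.2. A paired exact sign-flip test, chosen after seeing the data, gave p = 0.125 for HSP70 and HSP90.1, the smallest that 4 pairs allow, and 0.25 for HSP90.2.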

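HSFA7B (AT3G63350) rose from 0.137 ± 0.140 to 3.26 ± 0.596 CPM in the AM and from 0.205 ± 0.149 to 3.92 ± 0.756 in the PM (mean ± SD, n = 4), log2 fold changes of 4.51 in the AM (adjusted p = 3.74e-05) and 4.12 in the PM (adjusted p = 4.36e-05). HSFA7A reached 81.9 CPM in PM heat (73.7 to 90) and 40.5 in AM heat (27.7 to 50.3), a ratio AM over PM of 0.494 (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0714), and PM heat was higher in 4 of 4 same-numbered pairs. As a fold change its response was 6.46 in the AM and 3.74 in the PM. HSFA2 changed by fold changes of 52.2 and 77.9.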

Known transcription factors HsfA7A, HsfA7B, and HsfA2 are also upregulated at both times of day, with HsfA7A induction in the PM significantly higher than the AM (Online Resource 1 Fig. S4). Other factors in this network show temporal gating to a specific time. 

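HSFA3 (AT5G03720) rose from 7.99 ± 5.04 to 30.0 ± 4.27 CPM in the PM and from 1.48 ± 0.281 to 2.53 ± 0.535 in the AM (mean ± SD, n = 4), log2 fold changes of 1.90 (standard error 0.30, adjusted p = 7.23e-04) and 0.77 (standard error 0.34, adjusted p = 0.145). In its PM control replicate 2 lay far above the others. The interaction was 1.13 (adjusted p = 0.302). It was 1.26 (adjusted p = 0.0520) with the replicate block and 1.64 (adjusted p = 0.0278) without replicate 2, where it passed. The AM response passed with the replicate block (adjusted p = 0.0392) and without replicate 2, at 0.75 (adjusted p = 0.0332). DREB2C (AT2G40340) had a PM log2 fold change of 1.87 (standard error 0.94, adjusted p = 0.163) and an AM one of 1.19 (standard error 1.08, adjusted p = 0.515). In its PM control, replicate 2 had 14.8 CPM and the other 3 libraries at most 1.23. With the replicate block the PM response of DREB2C was 2.95 (adjusted p = 0.00349), and without replicate 2 4.30 (adjusted p = 0.00325).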

DREB2C, and HsfA3 show upregulation specifically in the PM (Online Resource 1 Fig. S4). Some of these targets with time-specific responses are strong candidates for connecting transcriptional regulation to the variable physiological response to heat shock we observed.

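Heat raised MBF1c by a log2 fold change of 4.77 (standard error 0.46, adjusted p = 7.64e-06) in the AM and 5.34 (standard error 0.48, adjusted p = 3.26e-06) in the PM. The lowest heat-treated library had 378 CPM and the highest control library 38.5.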

MBF1c, another upstream regulator of transcriptional response to heat stress, is induced in response to heat stress in both AM and PM treatments (Online Resource 1 Fig. S4) (Suzuki et al. 2005, 2008). The MBF1c regulon has been previously defined (Suzuki et al. 2011). In our data, these MBF1c targets can be further divided. 

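AT2G27580, which encodes an A20/AN1-like zinc finger protein, rose from 18.4 ± 5.23 to 75.6 ± 19.9 CPM in the AM and from 11.9 ± 0.455 to 49.1 ± 9.27 in the PM (mean ± SD, n = 4). The log2 fold changes were 2.03 (standard error 0.21, adjusted p = 1.53e-05) and 2.04 (standard error 0.22, adjusted p = 2.00e-05).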

There are those that like MBF1c show a response at both times of day (e.g., AT2G27580 AN1-like, Online Resource 1 Fig. S4). However, some MBF1c regulon genes show a temporal difference in their response. The MBF1c target gene AT2G44130 (Kelch repeat F-box protein) is upregulated only in the PM, while AT5G05410 (DREB2A) responds at both times of day with a higher induction in the PM (Online Resource 1 Fig. S4). 

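AT2G44130 had 19.3 ± 8.42 and 16.4 ± 9.75 CPM in AM control and AM heat, and 13.1 ± 6.02 and 37.7 ± 6.16 in the PM (mean ± SD, n = 4). Its log2 fold change was -0.24 (standard error 0.43, adjusted p = 0.763) in the AM and 1.51 (standard error 0.43, adjusted p = 0.0221) in the PM, and the interaction, 1.75 (standard error 0.61, adjusted p = 0.234), did not pass. The PM response passed with the replicate block (adjusted p = 0.00765) and with DESeq2 (0.00331), and in 2 of 4 leave-out fits, where it was 1.27 to 1.74. For DREB2A the fold change was 3.26 in the AM and 8.29 in the PM.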

Some MBF1c targets show an inverted response, repressed in response to heat stress in the AM and induced in response to heat stress in the PM (e.g., AT3G13310, DNAJ Heat shock protein, Online Resource 1 Fig. S4). This temporal variation in the response of MBF1c regulon genes may indicate other factors are required to regulate these targets in collaboration with MBF1c.

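AT3G13310, on chromosome 3 from 4310544 to 4311629 in TAIR10.1 with 1 exon, fell from 25.2 ± 4.86 to 12.2 ± 2.47 CPM in the AM and rose from 24.3 ± 7.69 to 59.0 ± 10.4 in the PM (mean ± SD, n = 4). The log2 fold changes were -1.05 (standard error 0.22, adjusted p = 0.00561) and 1.28 (standard error 0.22, adjusted p = 0.00141), and the interaction was 2.32 (standard error 0.32, adjusted p = 0.00284). Without replicate 4 neither the AM response nor the interaction passed, at -0.92 (adjusted p = 0.0807) and 2.16 (adjusted p = 0.130). It is 1 of 12 heat-responsive genes that passed in opposite directions at the 2 times of day.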

### Implications for acquired thermotolerance and heat stress memory

Heat stress memory is the capacity for plants to acquire long-term thermotolerance after exposure to a heat stress event (Charng et al. 2007; Wu et al. 2013). 

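ROF1 (AT3G25230) rose from 91.2 ± 38.3 to 591 ± 281 CPM in the AM and from 56.8 ± 10.6 to 294 ± 77.4 in the PM (mean ± SD, n = 4), log2 fold changes of 2.70 (standard error 0.35, adjusted p = 1.14e-04) and 2.37 (standard error 0.35, adjusted p = 3.96e-04). The lowest HSFA2 value after heat was 227 CPM, and the highest in the controls 16.6.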

Two components of heat stress memory, *HSFA2* (AT2G26150) and *ROF1* (AT3G25230) respond robustly in response to heat shock in both the AM and PM (Online Resource 1 Fig. S4) (Nishizawa et al. 2006; Charng et al. 2007; Meiri and Breiman 2009). 

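HSP22 (AT4G10250) went from 0.0911 ± 0.0680 to 42.9 ± 32.8 CPM in the AM and from 0.198 ± 0.302 to 3.08 ± 1.19 in the PM (mean ± SD, n = 4), log2 fold changes of 8.68 (standard error 0.86, adjusted p = 9.11e-06) and 3.99 (standard error 0.78, adjusted p = 0.00297). Its interaction was -4.69 (standard error 1.41, adjusted p = 0.164), with an adjusted p of 0.0851 with the replicate block and 0.0217 with DESeq2. HSP18.2 (AT5G59720) went from 2.09 ± 0.639 to 43.3 ± 24.6 CPM in the AM and from 0.857 ± 0.574 to 1.88 ± 0.786 in the PM, log2 fold changes of 4.39 (standard error 0.48, adjusted p = 2.00e-05) and 1.19 (standard error 0.50, adjusted p = 0.0990). Its interaction was -3.20 (standard error 0.68, adjusted p = 0.0543), with an adjusted p of 0.0391 with the replicate block and 3.55e-04 with DESeq2. Without replicate 3 the PM response of HSP18.2 passed. In fold changes, the AM responses were 173 for HSP21, 409.8 for HSP22, 20.9 for HSP18.2 and 83.3 for APX2, and the PM responses 9.10, 15.9, 2.28 and 4.07.

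**Figure D5:**
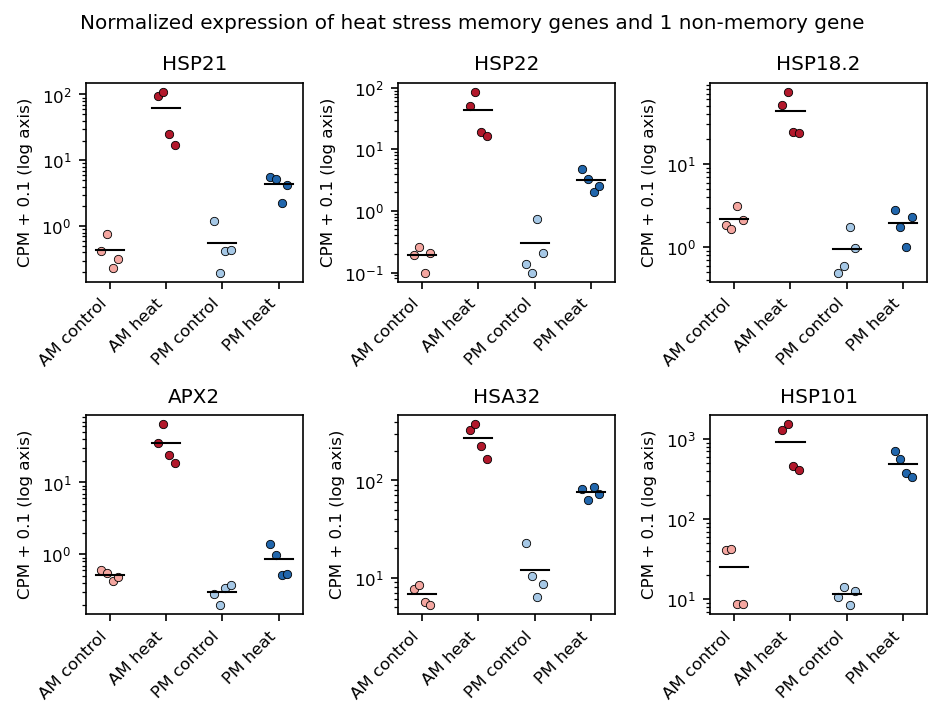
CPM of HSP21, HSP22, HSP18.2, APX2, HSA32 and HSP101 in the 4 groups, 1 point per replicate (4 per group) with the group mean as a line, on a log axis after adding 0.1. The AM heat means of HSP21, HSP22, HSP18.2 and APX2 lie above their PM heat means.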

The HSFA2 targets classified as heat-shock inducible memory genes *HSP21* (AT4G27670), *HSP22 (*AT4G10250*), HSP18.2* (AT5G59720), and *APX2* (AT3G09640), are all induced significantly in response to heat stress in the AM, with either no response or a very minimal response to heat stress in the PM (Online Resource 1 Fig. S4). The lack of induction of these genes in the PM, despite the high mRNA levels of *HSFA2* at both times indicates that *HSFA2* expression alone is not sufficient to induce the heat-response of these transcripts. This is consistent with previous analysis demonstrating that HSFA2 is not responsible for the early response of these genes to heat stress (Lamke et al. 2016). In contrast, the non-memory genes HSP70 (AT3G12580) and HSP101 (AT1G74310), are significantly induced at both times of day, although the absolute count levels in response to heat in the PM are substantially lower than the levels in the AM. Similarly, HSA32 (AT4G21320), a factor important for heat shock memory, is a heat shock protein unique to plants and some microorganisms (Charng 2006; Lamke et al. 2016). 

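HSP101 had 25.3 ± 19.2 CPM in the AM control and 926 ± 577 in AM heat, and 11.4 ± 2.42 and 495 ± 172 in the PM (mean ± SD, n = 4), log2 fold changes of 5.19 in the AM (adjusted p = 5.50e-05) and 5.44 in the PM (adjusted p = 4.81e-05). AM heat exceeded PM heat by a ratio of 1.87 (exact two-sided permutation test, p = 0.286, adjusted p = 0.314). In same-numbered pairs AM heat was higher in 4 of 4, for which the paired exact test gives p = 0.125 and cannot give less. HSP70 ranged from 3187 CPM upward in AM heat and up to 2540 in PM heat.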

*HSA32* responds robustly at both times of day, but the AM heat shock induction is 36.2 fold, while induction in the PM is only 5.5 fold. 

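HSA32 rose from 6.64 ± 1.56 to 277 ± 97.9 CPM in the AM, a fold change of 41.5, and from 11.8 ± 7.28 to 75.7 ± 10.6 in the PM, a fold change of 6.37 (mean ± SD, n = 4). The interaction was -2.70 (standard error 0.48, adjusted p = 0.0183), and -2.54 (adjusted p = 0.00550) with the replicate block. Without one of the replicate numbers it was -2.99 to -2.19 and passed in 0 of 4 fits.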

(Online Resource 1 Fig. S4). These time-dependent variations in the response of heat stress memory genes suggest that time of day may affect heat stress memory. We observe that the time of day has a significant impact on the level of acquired thermotolerance. Given these temporal differences in some components of heat stress memory, it will be interesting to examine if the time of day that acclimation occurs has an effect on heat stress memory.

### Daily temperature sensing mechanisms and relationship to heat shock

Daily light and temperature signals are integrated and connected to growth in *Arabidopsis* through regulation of the Phytochrome Interacting Factor (PIF) family by Phytochrome B (PHYB) (Franklin and Quail 2010; Jae-Hoon et al. 2016; Legris et al. 2016; Qiu et al. 2019). *PHYB* regulates thermo-responsive growth through interaction with the PIF family, of which PIF1, 3, 4, 5, and 7 promote hypocotyl elongation (Leivar et al. 2008; Shin et al. 2009; Qiu et al. 2019). We observed significant differential expression for *PIF1*, *4* and *5*. 

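PIF3 (AT1G09530) and PIF7 (AT5G61270) did not pass at either time. Their log2 fold changes were 0.018 in the AM (adjusted p = 0.960) and -0.24 in the PM (adjusted p = 0.338) for PIF3, and 0.35 in the AM (adjusted p = 0.145) and 0.17 in the PM (adjusted p = 0.482) for PIF7.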

*PIF1* is upregulated in response to heat shock at both times of day, while *PIF4* and *5* are upregulated specifically in the PM. 

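PIF1 (AT2G20180) rose from 35.8 ± 6.26 to 57.0 ± 8.79 CPM in the AM and from 14.6 ± 1.44 to 28.8 ± 2.92 in the PM (mean ± SD, n = 4), log2 fold changes of 0.67 in the AM (adjusted p = 0.00575) and 0.97 in the PM (adjusted p = 5.00e-04). PIF4 (AT2G43010) had 88.7 ± 17.8 and 112 ± 14.5 CPM in the AM and rose from 2.91 ± 0.707 to 21 ± 2.21 in the PM. Its log2 fold change was 0.34 (standard error 0.17, adjusted p = 0.203) in the AM and 2.86 (standard error 0.19, adjusted p = 2.07e-07) in the PM, an interaction of 2.52 (standard error 0.25, adjusted p = 1.15e-04) that passed in 4 of 4 leave-out fits. The AM response of PIF1 passed with the replicate block (adjusted p = 0.00339) and with DESeq2 (2.32e-04), and in 2 of 4 leave-out fits, where it was 0.51 to 0.80.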

The evening complex (EC), composed of ELF3, ELF4, and LUX, binds the promoters of *PIF4* and *PIF5* and represses the transcription of these targets (Nusinow et al. 2011). EC target binding is decreased during growth in higher temperatures (Ezer et al. 2017). The increased transcriptional activation of *PIF4* and *PIF5* at night during heat stress is consistent with the reduction of EC repression activity under higher temperatures (Ezer et al. 2017). To analyze downstream responses regulated by the PIFs under heat shock, we examined the expression of PIF4 and PIF5 target genes (*YUC8, IAA19, IAA29, TAA1, LNG1, LNG2*) (Koini et al. 2009; Franklin et al. 2011; Hao et al. 2012; Hwang et al. 2017; Qiu et al. 2019). 

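In the PM, YUC8 (AT4G28720) fell from 1.26 ± 0.253 to 0.573 ± 0.263 CPM and IAA19 (AT3G15540) from 2.36 ± 1.64 to 1.07 ± 0.121 (mean ± SD, n = 4). Their PM log2 fold changes were -1.06 (standard error 0.29, adjusted p = 0.0163) and -1.14 (standard error 0.35, adjusted p = 0.0312), with adjusted p of 0.0791 and 0.101 in the fit of the PM libraries alone. In the 4-group fit YUC8 passed with the replicate block (adjusted p = 0.00404) and with DESeq2 (0.0115), as did IAA19 (adjusted p = 0.0318 and 0.0149). With a replicate number left out YUC8 was -1.37 to -0.87 and passed in 1 of 4 fits, and IAA19 was -1.29 to -0.58 and passed in 0 of 4. Neither interaction passed, at -0.77 (adjusted p = 0.433) for YUC8 and -0.80 (adjusted p = 0.547) for IAA19. TAA1 (AT1G70560) had log2 fold changes of -0.65 in the AM (adjusted p = 0.0357) and -1.15 in the PM (adjusted p = 0.00167), and its AM response passed with the replicate block (adjusted p = 0.0142) and with DESeq2 (0.0142), and in 0 of 4 leave-out fits, where it was -0.75 to -0.51. LNG1 (AT5G15580) fell at both times, from 11.8 ± 1.59 to 6.99 ± 1.33 CPM in the AM and from 15.6 ± 2.1 to 10.1 ± 1.55 in the PM, log2 fold changes of -0.76 in the AM (adjusted p = 0.00668) and -0.63 in the PM (adjusted p = 0.0145), which passed with the replicate block and with DESeq2 at both times, and in 3 of 4 and 2 of 4 leave-out fits. LNG2 (AT3G02170) had -0.17 in the AM (adjusted p = 0.693) and 0.50 in the PM (adjusted p = 0.142), and with the replicate block its PM response passed (adjusted p = 0.0211). IAA29 (AT4G32280), with group means between 0.518 and 1.03 CPM, had 0.21 in the AM (adjusted p = 0.795) and -0.45 in the PM (adjusted p = 0.507).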

*YUC8,* and *IAA19* are downregulated in the PM, *TAA1* is downregulated at both times of day, and *IAA29, LNG1,* and *LNG2* are not differentially expressed. Thus, these PIF targets are not being activated even though PIF4 and PIF5 expression is increasing under heat stress. TOC1 interacts with PIF4 and suppresses the activation of PIF4 target genes (Zhu et al. 2016). In our experiment, we observed significant upregulation of TOC1 in the PM heat shock sample which may explain why PIF4 targets such as *YUC8* are downregulated even though PIF4 is upregulated. It is likely that even though PIF4 and PIF5 are being activated by heat stress, other interacting factors in these regulatory pathways such as TOC1 are also being expressed in order to regulate PIF function, demonstrating the complexity of responses in this network.

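TOC1 rose from 80.6 ± 29.9 to 281 ± 41.9 CPM in the PM (mean ± SD, n = 4), a log2 fold change of 1.80 (standard error 0.23, adjusted p = 1.32e-04). In the AM it had 11.4 ± 1.21 CPM in the control and 10.4 ± 2.23 after heat.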

### Commonly identified heat responsive transcripts are biased towards time-independent responses

To examine if the time of day contributed to variation in identification of heat-responsive genes between laboratories, we compared our differential expression results to previous high-throughput studies analyzing *Arabidopsis* response to heat stress. We identified two microarray studies which tested a similar exposure to heat stress compared to our experiment and filtered their differential expression results following the cutoffs applied to our data. Nguyen et al. exposed two-week old wild-type *Arabidopsis* to a 37 °C heat stress for 1 h and detected 12,891 differentially expressed genes in response to the heat stress (Nguyen et al. 2014). Shedge et al. exposed eight-week old wild-type *Arabidopsis* to a 37 °C heat stress for 2 h and detected 5479 differentially expressed genes (Shedge et al. 2010). The total number of differentially expressed genes overlapping between the two datasets is 3017, showing that although testing similar stresses, variability still exists in the transcriptional response. We hypothesized that this variability is in part because the groups may have performed their experiments at different times of the day. The times of day they performed their experiment were not available. We expect that the genes which we identified as time of day independent genes will be more likely to be identified by both groups. To test this possibility, we calculated the enrichment of our time-independent genes in the genes detected by both Nguyen et al. and Shedge et al. which overlap with our data (1205 total). We found that the genes detected by both groups are enriched for time-independent heat-response genes (*p* value < 1.1e−15). This suggests that the heat shock response genes in common between experiments performed by multiple groups may be biased towards time-independent responses. To evaluate if the genes identified by only one of the two groups were biased to a specific time of day, we examined the overlap between the uniquely detected genes by each group and our heat responsive genes with a high confidence interaction with time (572 genes, Fig. 5). We found that the heat responsive transcripts detected uniquely by Shedge et al. were enriched for AM specific response genes (*p* value < 0.02), indicating that the data may have been collected at a similar time of day to our AM time point. We found significant under-enrichment for both AM and PM specific response genes in the unique genes detected by Nguyen et al. (*p* value for AM genes < 3.0e−8, *p* value for PM genes < 0.01). A summary of these comparisons can be found in the supplemental data (Online Resource 8). Since the genes we identified as responsive based on the two time points we examined were not enriched in the Nguyen et al. study, this may indicate that this experiment was performed at a time far from the dawn or dusk time points we selected.

We hypothesized that temporal variability could drive the lack of consistency observed between in the transcriptional responses reported from different laboratories. We believe that a major reason that previous studies analyzing heat shock show variability is not only due to differences in treatment and environmental conditions, but also due to the time of day they perform the experiment. Our consideration of temporal effects illustrates the power of detecting time-dependent responses, since we are able to detect heat shock responses which have previously not been observed in heat shock studies in *Arabidopsis*. In support of this observation, no enriched GO terms were detected in the heat-responsive categories with higher expression in the PM in unstressed conditions (Fig. 3, categories: 7–12). In contrast, enriched GO terms were identified for all heat-responsive categories derived from transcripts with expression in unstressed conditions that was either higher in the AM or equally expressed in the AM and PM (Fig. 3, categories: 1–6 and 13–18, Online Resource 5). Categories of genes which respond at night contain the strongest candidates for novel heat shock response genes since few experiments are performed in nighttime hours.

### Temporal effects have a significant impact on heat shock responses

Circadian gating of stress responses has been previously observed in *Arabidopsis* for abiotic stresses including response to low temperature (Fowler et al. 2005; Dong et al. 2011), drought (Wilkins et al. 2010), and UVB (Fehér et al. 2011; Horak and Farré 2015). Gating effects have also been described for many biotic stresses including downy mildew (Wang et al. 2011), herbivory (Goodspeed et al. 2012), *Pseudomonas* species (Bhardwaj et al. 2011; Zhang et al. 2013; Zhou et al. 2015), and *Botrytis cinerea* (Ingle et al. 2015). In *Arabidopsis*, growth (Nozue et al. 2007) and response to hormones (Covington et al. 2008) are also gated by the circadian clock. One implication of this gating is that the time of day an experiment is performed can bias the genes identified as stress-responsive. Here we examined only two time points, just after dawn and just after dusk. However, the majority of the transcriptome shows a rhythmic pattern of expression throughout the 24 h cycle (Michael et al. 2008). As a consequence, the starting transcriptional landscape could be in very different states depending on when the stress is perceived and additional variation could be found by applying heat stress at other times of day.

Ultimately, our results indicate that the time of day heat shock is applied drives variability in the physiological and transcriptomic responses in response to heat shock. Some of the genes we detected have not been previously described as heat-responsive because few experiments have been performed on plants at night. It remains to be seen if the novel heat-responsive genes actually contribute to thermotolerance, but they can serve as reporters to understand the transcriptional regulation of heat stress responses and how this is affected by the time of day. We anticipate that this temporal variation could be used to identify connections between the changes in transcriptional responses and the changes in physiology throughout the day. Identifying how these variations in response connect to the observed improvement in thermotolerance in the PM time point may provide additional pathways to improve plant tolerance to heat stress. In this study, we examined the transcriptional response after 1 h of heat shock, leaving the potential kinetic differences of the response unexplored. Transcripts we identified as not responding at one time of day may actually respond at that time, but the response may happen more quickly or slowly and may not be detectable after 1 h of heat shock. The temporal variation we observe and potential kinetic differences in transcriptional response to the same stress will facilitate elucidating comprehensive regulatory networks in the transcriptional response to heat shock. Moreover, using time as a perturbagen is a strategy that can be applied to other stresses to understand the underlying wiring of the response and how it interacts with the endogenous rhythmic patterns.

## Materials and methods

### Plant growth conditions

*Arabidopsis thaliana* (ecotype Col-0) were suspended in a 0.06% (w/v) agar solution and plated on ½ Murashige-Skoog (0.6% w/v agar) growth medium. Seedlings were grown in 12-h light/dark cycles at constant 23 °C. Experiments were performed after appearance of second set of true leaves (12 or 14-day old seedlings).

### Heat shock survival experiments

Plates of 12-day old seedlings were wrapped in aluminum foil (groups of 3 replicates) and mock treated or subjected to high heat stress (40–50 °C) 1 h after dawn (ZT 1), midday (ZT 7), dusk (ZT13), or midnight (ZT19). During the recovery period after the heat shock event, plants stressed in the AM will be in the light while PM stressed plants will be in the dark. We controlled for this variability by keeping all plates in the foil for 24 h after heat shock. For acquired thermotolerance treatments, plants were pretreated at 38 °C for 1 h in foil, then allowed to recover at 23 °C for 1 h before heat stress to simulate heat acclimation. After the heat shock treatment, plants were returned to 23 °C, 12 h light/dark cycles in foil. The foil cover was removed 24 h after each heat stress to allow for recovery. Plates of seedlings were imaged after 1, 2, 3, 4, and 5 days and returned to growth conditions. We quantified survival by recording the maximum temperature at which 50% of the plants on a plate regrow aerial tissue after the three day period. Each experiment contained a minimum of three plates per treatment. Each replicate experiment was independently performed on different days and conducted in two different chambers. To perform survival experiments in free-running conditions the plants were grown as described above until 10 days after germination. Free-running conditions were established by switching to constant light for 2 days. Heat stress was performed as described above after 2 days in constant light.

### RNA isolation and RNA-seq

Fourteen-day old seedlings were either mock treated or heat shocked. Heat stressed plants were exposed to 30 °C for 1 h at 30 min after dawn (ZT 0.5) or 30 min after dusk (ZT 12.5). After 1 h, aerial tissue was harvested and frozen in liquid nitrogen prior to RNA extraction. Purified total RNA was extracted from 4 replicates of mock treated and heat shocked plants using Qiagen RNeasy Plant Minikits, following manufacturer protocols. Samples were diluted in order to acquire two micrograms of RNA in preparation for mRNA isolation. mRNA was separated using the NEBNext Poly(A) Magnetic mRNA isolation kit (New England Biolabs). Before library preparation, mRNA samples were heated to 95 °C for 15 min to achieve 150–200 base pair fragment sizes. NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs) was used to generate directional libraries for sequencing. cDNA was synthesized with random hexamers. After performing end repair and adaptor ligation steps, Agencourt AMPure XP beads (Beckman Coulter) were used following recommended ratios in order to isolate 150–200 bp fragments and remove adaptors. After end repair and adaptor ligation, size selection was performed with AMPure beads to isolate 150–200 bp fragments. PCR library enrichment was performed using fifteen cycles. The libraries were run on Agilent Bioanalyzer high sensitivity DNA chip after a 1:4 (or 1:10 if the concentration is too high) dilution. NEBNext Library Quant Kit for Illumina was used to measure library quantity and quality. The libraries were diluted to 10 nmol/μl concentrations before sequencing. Sequencing was done at North Carolina State University’s Genomics Science Laboratory. The final prepared libraries were analyzed using the Illumina HiSeq 2000. Reads were then aligned to the *Arabidopsis thaliana* genome (TAIR10) using Tophat2 (v2.1.0) (Kim et al. 2013). Counts were obtained using htseq-count (v0.6.0) (Anders et al. 2015); non-default parameters included reverse strand alignment and intersection not empty. 

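Each of the 20 deposited files lists 33601 loci. At least 1 count was present for 26295 loci over the libraries, and 32835 of the loci were matched to the TAIR10.1 annotation.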

The total genes after htseq-count was 33,601. We filtered unreliably detected transcripts by retaining only genes with at least 10 counts in one sample (Online Resource 1 Fig. S7). This resulted in a total of 21,339 genes for differential expression analysis. 

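At least 10 counts in at least 1 library were reached by 21404 loci over the 16 diel libraries and by 21474 loci over all 20. With the second set, 4205 genes were heat-responsive in the standard categorization and 5268 in the refined one.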

All data have been uploaded to GSE119330 and are available for visualization at http:/go.ncsu.edu/clockworkviridi.

### Differential expression analysis 1

To generate the differential expression data for the standard categorization, read count data was split into two tables: one containing AM control and treatment data, the second containing PM control and treatment data. Read counts were analyzed for differential expression using DeSeq 2.0 at each time of day independently to profile differentially expressed transcripts in response to treatment (Love et al. 2014). Linear model design structure was based on two groups: design = ~ condition (untreated vs. treated). All analysis methods are available at https://github.com/DohertyLab/TimeOfDay-Transcriptional-Analysis.

### Differential expression analysis 2

To generate differential expression data for the refined categorization, read count data was analyzed as a whole, considering sample variation across all control and treatment data simultaneously. Read counts were analyzed for differential expression using DeSeq 2.0 with linear model design structure based on four groups: design = ~ group (AM control, AM heat, PM control, PM heat). Differentially expressed transcripts were acquired by comparing AM control to AM heat and PM control to PM heat. We considered genes to have different basal levels if the fold change between AM control and PM control > 0.5. Differentially expressed genes were called if the measure of significance was *p* value (adjusted) < 0.05 and fold change > 0.5. For this analysis, absolute levels of gene expression were not considered during the classification of genes into the 18 categories.

### Differential expression analysis 3

To generate differential expression data for our top time of day dependent candidates, read count data was analyzed as a whole, considering sample variation across all control and treatment data simultaneously. Read counts were analyzed for differential expression using DeSeq 2.0 with linear model design structure which considers the interaction of the effects of time and temperature: design = ~ Condition + Time + Condition:Time (treatment, time of day, interaction of treatment and time of day). The heatmap of this data (Fig. 5) was generated using R package “pheatmap” with parameters (scale = “row”, cuttree_rows = 5) using raw count data of the genes from interaction term differential expression analysis.

### Gene ontology (GO) analysis

Functional enrichment for the combined network (Fig. 4 and Online Resource 1 Fig. S6) were constructed using the BiNGO plugin for Cytoscape (Species alignment: Arabidopsis, Significance level < 0.05) (Maere et al. 2005). GOSlim was used for down-regulated genes for visualization simplicity. Gene ontology analysis for the standard categorization (Online Resource 3) and each category of the refined categorization (Online Resource 5) was performed using the online web tool Panther Gene List Analysis (www.pantherdb.org) (Thomas et al. 2003; Mi et al. 2017). Gene lists were analyzed using the following parameters (Statistical overrepresentation test, Reference List = Arabidopsis thaliana (all genes in database), Annotation Data Set = GO biological process complete, Test Type = Fisher’s Exact with FDR multiple test correction).

### qRT-PCR and RNA-Seq analysis in constant light

Plants grown as described above for 12 days were switched to constant light. After 2 days, the 14 day old seedlings were either mock treated or heat stressed. Heat stressed plants were exposed to 30 °C for 1 h at 30 min after dawn (ZT 0.5) or 30 min after dusk (ZT 12.5). After 1 h, aerial tissue was harvested and frozen in liquid nitrogen prior to RNA extraction. RNA extraction, sequencing library preparation, sequencing, alignment, and analysis were performed as described above, except only one replicate was sequenced. With only one replicate we were not able to statistically evaluate the responses of the samples in LL genome-wide. Therefore, to obtain an estimate of the conservation between the response of the plants in continuous light to the four replicates in constant light conditions, we compared the correlation using Pearson’s correlation. Transcript with a correlation greater than 0.7 Pearson’s correlation coefficient clearly showed a similar pattern, we set a threshold of above 0.7 as strongly correlated and classified these as having a similar response in continuous light. Transcripts between 0.5 and 0.7 were manually evaluated. Transcript responses were estimated to be conserved if the pattern of response in continuous light showed the same pattern as in diel conditions. Validation of two genes was performed on four replicates by qRT-PCR. cDNA for each sample was synthesized from 500 ng of total RNA using the Bio-Rad iScript Reverse Transcription Supermix for RT-qPCR following manufacturer recommended instructions. Expression levels of samples were normalized to the housekeeping genes IPP2 and Syntaxin (SYP61). Primers for all genes are in supplemental information (Online Resource 9). Data analysis was performed using the Bio-Rad CFX Software following the calculation methods described in (Pfaffl 2001; Vandesompele et al. 2002). Expression data is reported in terms of ΔΔCq and normalized to control PM levels.

### Enrichment calculations for comparisons to other datasets

To calculate enrichment of cycling genes in our dataset, we compared the fraction of genes cycling in our dataset (determined by having different basal levels) to the fraction of genes cycling in other datasets (determined by cycling calls made in their analysis) using hypergeometric enrichment (Michael et al. 2008). For comparisons made against the heat shock experiments by Shedge et al. (2010) and Nguyen et al. (2014), we identified differentially expressed genes based on the significance and fold change cutoffs we used (*p* value < 0.05, Fold change > 0.5), and removed genes that were either not on the microarray or did not pass the detection threshold in our samples from all calculations. A summary of these calculations can be found in the supplemental data (Online Resource 8).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOCX 408041 kb)

Supplementary material 2 (XLSX 723 kb)

Supplementary material 3 (XLSX 290 kb)

Supplementary material 4 (XLSX 607 kb)

Supplementary material 5 (XLSX 29 kb)

Supplementary material 6 (XLSX 267 kb)

Supplementary material 7 (XLSX 56 kb)

Supplementary material 8 (XLSX 12 kb)

Supplementary material 9 (XLSX 11 kb)

How the deposited data were processed for this re-analysis (not part of the article)

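RNA-Seq data from Arabidopsis seedlings in 8 conditions were used: 16 diel libraries (AM control, AM heat, PM control and PM heat, 4 replicates each) and 4 constant light libraries with 1 library per condition. The condition and replicate number of each library were taken from its label and checked against the paper's methods. The replicate numbers shared between the groups come from the labels; the paper's text does not say that they pair the libraries.

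The deposited values are counts of reads per locus, which the authors made with TopHat2 and htseq-count on TAIR10 and did not normalize. The alignment and the counting were not repeated. The choice of poly(A) selection and of counting only reads that fall in one gene leaves transcripts without a poly(A) tail and reads shared by near-identical genes underrepresented. Between 14637914 and 38812441 reads were counted on loci in the diel libraries, which sets the counting error of low transcripts. The constant light libraries had between 8594948 and 19957156.

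From the counts, differential expression was computed with edgeR 4.0.16 in R 4.3.3: TMM normalization, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment. All adjusted p of genes come from this test unless DESeq2 1.42.0 is named. The standard errors given were worked back from this test, as the absolute log2 fold change over the square root of its F statistic. They are not separate estimates of the error. Genes with at least 10 counts in at least 1 diel library were tested. The thresholds were an adjusted p of 0.05 and an absolute log2 fold change of 0.5, and the interaction had no fold change limit. Both thresholds also decided whether unstressed levels differed, a choice taken from the legend of Fig. 3; the paper's methods give only a fold change limit for that step, which was an alternative. For the standard categorization each time of day was fitted alone, and for the refined categorization, the interaction and all named genes the 4 diel groups were fitted together. CPM are counts scaled to a common TMM-adjusted library total. Levels after heat were compared with exact two-sided permutation tests in R, and promoters were searched with Python 3.11.15. Constant light values were compared with the diel group means by Pearson's r over 4 values, which has no replicate check.

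The genes named are those the paper names with a response or level, the pseudo-response regulators, and for each direction of the interaction the 3 genes with the largest change among those past the threshold, with a mean of at least 5 CPM and the same sign in all 4 replicate numbers. This rule, the fits across all genes, the constant light correlation, the promoter tests and the alternatives were set before the data were examined. Chosen later were the fit with the pair of replicate numbers as a batch and the gene counts of the 4-group fit with a replicate number left out. So were the comparisons of levels after heat, unpaired and paired, and the count of pseudo-response regulators. The same holds for the tests of technical explanations that the closing section names as chosen after the results were seen. Gene positions, exons and promoters come from TAIR10.1, whereas the authors counted on TAIR10. The promoter tests had been planned only for the case that the authors' own build was used; they were run on TAIR10.1 all the same, and their values are to be read with that departure from the plan.

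The tests were checked on simulated counts with known changes drawn from the means and library sizes of the real libraries. Only genes with higher mean counts were changed, and no replicate or pair effect was simulated. The shares recovered are therefore not those to be had in the real libraries. Of 200 changed genes, edgeR recovered 92.5% at one time of day and 90.5% for the interaction, and DESeq2 96.5% at one time with 47 false calls against 7. The constant light correlation recovered 200 of 200 genes made with a shared pattern, while 16.3% of unrelated genes also exceeded 0.7. The alternatives were DESeq2, RLE and upper-quartile normalization, other filters and thresholds, the replicate number as a block, leaving out libraries, and other promoter windows. Survival, gene ontology, homology and qRT-PCR results were not analysed here.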

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

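The tests of gene length, library batches, a mix-up or depth of PM control replicate 2, and heat-treated RNA in the constant light PM control were chosen only after the results were seen.

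In 17 of 284 groups of 4 libraries, 1 library lay farther from the others than Dixon's 95% limit, where about 1 in 20 is given by chance. Of these, 15 were among the 268 groups of named genes. The libraries were HSP17.4 in PM control replicate 1 at 74.3 CPM (others 5.05 to 16.1), DREB2C in PM control replicate 2 at 14.8 CPM (others 0.243 to 1.23), HSFA3 in AM heat replicate 2 at 3.32 CPM (others 2.14 to 2.34), HSFA3 in PM control replicate 2 at 15.5 CPM (others 5.05 to 6.24), HSP22 in PM control replicate 3 at 0.647 CPM (others 0 to 0.111), PIF4 in PM heat replicate 2 at 24.3 CPM (others 19.6 to 20.2), YUC8 in PM heat replicate 1 at 0.963 CPM (others 0.386 to 0.475) and IAA19 in PM control replicate 3 at 4.81 CPM (others 1.41 to 1.77). The others were LNG1 in AM control replicate 1 at 14.2 CPM (others 10.9 to 11.2), LNG2 in PM heat replicate 4 at 42.0 CPM (others 52.3 to 52.8), AT3G18170 in PM control replicate 1 at 5.28 CPM (others 4.57 to 4.60), UGP2 in PM control replicate 2 at 52.5 CPM (others 62.5 to 63.8), PRR3 in AM heat replicate 3 at 0.413 CPM (others 0.249 to 0.268), PRR5 in AM control replicate 3 at 1.37 CPM (others 2.08 to 2.19) and GI in PM control replicate 2 at 2.55 CPM (others 0.323 to 0.663). No explanation was tested for single genes, apart from those of PM control replicate 2 below, and at this number the list cannot be told apart from chance.

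Among the properties of the libraries, PM heat replicate 1 had 38812441 counts, against 15753273 to 19550471 in the other PM heat libraries, and mitochondrial loci took 0.0528% of the counts of PM heat replicate 4, against 0.00827% to 0.0136%. These were 2 of 16 groups, and no biological explanation was tested.

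PM control replicate 2 was the library with 4 of the values above, and on the axis from the PM controls (0) to the PM heat libraries (1) it lay at 0.475, the other PM controls between -0.137 and 0.119. Without it 4100 genes responded in the PM. The most induced genes implied a share of heat-treated RNA of 0.00277, which does not point to a mix-up. On the axis from AM controls to PM controls it lay at 0.992, inside the range of the others (0.937 to 1), so that no shift toward the AM controls was seen. Tissue taken at another time that is not like the AM need not move along this axis and was not excluded. The depth of this library, 27413957 counts, was the highest of the 8 controls, the others having 14637914 to 25632892, and was exceeded only by heat libraries. With its counts thinned at random to the smallest total of the other PM controls the library lay at 0.475 again. Random thinning keeps the expected share of each gene, so it could hardly move the library. It cannot decide whether depth, or whatever else goes with a deep library, placed the library there. The AM controls, placed the same way on their own axis, lay at 0.2 and 0.228 in replicates 1 and 2 and at -0.0532 and -0.104 in replicates 3 and 4, and among the other PM controls replicate 1 lay highest, at 0.119. Replicates 1 and 2 were also the deeper controls, and among these 4 the place rose with depth, while among replicates 3 and 4, from -0.137 to 0.0158, it fell. The difference between the pairs of replicate numbers thus runs in the direction of this library's place, and neither it nor depth was separated from it.

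The AM and PM responses of 20 of 67 named genes differed by the interaction test. Positive interactions, where the PM log2 fold change exceeded the AM one, were those of ZAT6 (2.01, adjusted p = 0.0153), PIF5 (3.24, adjusted p = 6.27e-06), TOC1 (1.95, adjusted p = 0.0153), DNAJ (2.32, adjusted p = 0.00284), PIF4 (2.52, adjusted p = 1.15e-04), PORB (1.85, adjusted p = 0.0183), BBX22 (1.25, adjusted p = 0.00605), AT5G19190 (1.76, adjusted p = 0.0120), PRR3 (1.86, adjusted p = 0.0196), PRR7 (3.20, adjusted p = 0.00129), EPR1 (3.72, adjusted p = 1.14e-04) and GI (3.24, adjusted p = 0.0154). Negative ones were those of APX2 (-4.36, adjusted p = 0.0206), HSP20-like (-6.75, adjusted p = 0.0154), AT1G72660 (-4.41, adjusted p = 0.0110), HSP17.4 (-4.60, adjusted p = 0.0206), HSA32 (-2.70, adjusted p = 0.0183), ICME (-1.24, adjusted p = 0.0297), PDI10 (-2.03, adjusted p = 0.00432) and GT2L (-1.11, adjusted p = 0.0480). These genes were chosen because the paper names them or for the size of their interaction, so their number is not an estimate over all genes. All 20 passed with DESeq2 and with the replicate block, and all kept their sign with each replicate number left out in turn, the narrowest range being that of PIF4 (2.41 to 2.58) and the widest that of HSP20-like (-7.57 to -4.90). In these smaller fits, where 11, 38, 15 and 10 genes passed over all genes, 8 of the 20 passed in 0 of 4, 9 in some and 3 (PIF5, PIF4 and EPR1) in all 4, so that a lost call there is not a sign of an unstable estimate by itself.

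Over all genes 85 interactions passed. Among the 8 splits of the libraries that part every same-numbered pair, 1, the real one, gave as many, and a design with 8 splits cannot give a share under 0.05, so this count does not decide. The other 7 splits gave 0 genes, with 33 to 232 at an unadjusted p under 0.05 against 2650 in the real one. Each of these 7 splits puts AM and PM libraries in the same group, so time of day differences widen the spread within groups. Few genes are then to be found in any case, and the contrast with 2650 decides nothing.

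In the constant light PM control library, which has no replicate, 49 of 60 heat-induced genes were above every diel PM control, with a median of 2.47 times the diel mean. In the constant light AM control the median was 0.729 times, with 8 genes above every diel AM control. If heat-treated RNA had been mixed in, the implied share would be alike across genes; the upper quartile was 4.11 times the lower (0.366 against 0.0891), which goes against a single mixture. A higher level under constant light at subjective dusk is one hypothesis, but with 1 library it cannot be told apart from a difference of that library.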

How the results depend on the processing

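All alternatives were set before the data were examined except the pair of replicate numbers as a batch and the pairing of levels after heat, which were chosen after seeing the data, as were the tests of batches, gene length and the few gated genes. With RLE size factors, filterByExpr, the filter over 20 libraries or genes with at least 1 count, the numbers of heat-responsive, gated and interaction genes stayed within 1.5 times of those reported. The cause was not tested for the changes that follow unless a value is given.

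The replicate block gave 5132 genes in the AM, 6678 in AM, PM or both, 1781 at both times, 973 whose gating is accounted for by unstressed levels, and 688 interaction genes. The PM count with the block was 3327, within 1.5 times. With the pair of replicate numbers as a batch the numbers were 4836 in the AM, 4783 in the PM, 7355 in either, 2264 at both, 1009 accounted for and 1100 interaction genes. Since the pair alone gave 1100 against 85, the gain with the replicate block is in line with the spread between the pairs.

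DESeq2 gave 3912 genes in the PM, 1727 at both times and 564 interaction genes. The PM test with all 16 libraries in one fit gave 3900. Testing against the fold change limit with glmTreat gave 1096 genes in the AM, 419 in the PM, 1268 in either, 247 at both, 1506 in the refined categorization, 1081 gated and 101 accounted for. In the same test 3204 genes differed in their unstressed levels, in place of 6143. Gated genes by the interaction test numbered 85. With unstressed levels said to differ by fold change alone, 9185 genes differed in place of 6143 and 848 were accounted for in place of 577, both within 1.5 times, while the genes that responded alike at both times from different levels rose from 400 to 643, and categories 2, 6, 10 and 12 held 226, 286, 225 and 113 genes against 133, 167, 109 and 48.

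In constant light, 58 of the 85 genes past the interaction here had an r above 0.7. The bZIP element in category 9 had an odds ratio of 2.57 in 1000 bp and 4.66 from 400 bp upstream to 100 bp downstream, both now past the threshold, and 2.30 with DESeq2 sets (adjusted p = 0.124), not past it. CGATTCACAC in category 15 had an odds ratio of 2.67 with DESeq2 sets, resting on 1 promoter.

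Across fits that each left out 1 library or replicate number, the AM count ranged from 1753 to 2468, the PM count from 591 to 4100, either from 2987 to 5439 and both from 380 to 1438. The refined count ranged from 1688 to 6448, gated from 1245 to 4649, accounted for from 142 to 782, unstressed differences from 4430 to 6268 and interaction genes from 10 to 252. PIF5 in PM heat against AM control ranged from -1.51 to -1.24 and the constant light count from 328 to 345. The PM count was highest without PM control replicate 2.

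Over 175 results of named genes and 1225 alternatives, 1093 kept their direction and side of the threshold, 91 were weaker, 20 stronger and 21 reversed. Under the replicate block the interaction of HSP90.1 (-0.031) and the AM response of PIF5 (-0.0047) changed sign. With replicate numbers left out, sign changes occurred in interaction of HSFA2 from -0.017 to 0.93, interaction of HSP90.1 from -0.18 to 0.62, AM heat response of TCP3 from -0.17 to 0.098, AM heat response of PIF5 from -0.085 to 0.098, AM heat response of TOC1 from -0.33 to 0.035, AM heat response of HSFA1b from -0.034 to 0.077, interaction of DREB2C from -0.17 to 2.81, AM heat response of Kelch repeat F-box from -0.38 to 0.057, interaction of HSP101 from -0.12 to 0.48, AM heat response of PIF3 from -0.12 to 0.13, PM heat response of IAA29 from -0.89 to 0.22, PM heat response of PDI10 from -0.17 to 0.10, AM heat response of GT2L from -0.028 to 0.18, PM heat response of AT3G18170 from -0.076 to 0.16, AM heat response of BBX22 from -0.088 to 0.086 and AM heat response of GI from -0.077 to 0.081. Of 546 alternatives for the 21 subdivisions, 437 stayed within 1.5 times.

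Other splits of the libraries were compared only where they part every same-numbered pair. For the AM, the PM, unstressed differences and the interaction, 1 of 8 splits, the real one, gave as many genes, a number of splits too small for a share under 0.05. For the counts in either, at both, refined and gated, 1 of 64 did, and for those accounted for 2 of 64, where another split gave 667 genes against the real 577. In the AM and in the PM every other of the 8 splits gave 0 genes. The shares for either and both follow from that, so they decide no more than the 8 splits do. Except for the real one, all these splits mix heat and control libraries, or AM and PM libraries, within a group. The real differences between them then widen the spread, which tends to lower the counts. Low counts there do not show how many genes would pass without an effect. Among the other 27 splits of a time of day, which part fewer pairs, replicates 1 and 2 against 3 and 4 gave 3230 genes in the AM, more than the real 2778, and 1901 in the PM. That split parts 0 same-numbered pairs and each pair holds both treatments equally, so it is crossed with the treatment.

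The depth limits genes such as IAA29, DREB2C and HSP22 in the controls, measured at about 1 CPM or less in at least 1 group, and the constant light PM heat library with 8594948 counts.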

Differences from the paper's values

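The paper reports 572 genes past its interaction test, and 85 passed here. Of the alternatives set before the data were examined, DESeq2 (564) and the replicate block (688) came within 1.5 times of the paper's value. RLE size factors (82), upper-quartile normalization (106), filterByExpr (86), genes with at least 1 count (80), the filter over 20 libraries (85) and a fold change limit (85) did not. The pair of replicate numbers as a batch, chosen after seeing the values, gave 1100 and did not either.

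The paper reports 191 of the time-dependent transcripts, 33%, with a similar response in constant light, and 335, 58.6%, had an r above 0.7 here. None of the alternatives set before the data were examined closed the gap: log2 values gave 345 (60.3%), library size scaling 350 (61.2%), the genes past the interaction here 58 (68.2%) and the sign of the interaction 454 (79.4%).

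The paper's supplement lists 1119 genes upregulated only in the PM in the standard categorization, and 718 were found here. Of the alternatives set before the data were examined, DESeq2 (1151), the replicate block (916) and RLE size factors (759) came within 1.5 times of the paper's value, RLE by moving the number only from 718 to 759. Upper-quartile normalization (463), filterByExpr (726), genes with at least 1 count (715), the filter over 20 libraries (716), no fold change limit (734) and glmTreat (107) did not. The pair of replicate numbers as a batch, chosen after seeing the values, gave 1392, also within 1.5 times. Of 54 values compared, these 4 differed.

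For some genes the paper's statement and the values here part. The paper lists LNG1 as not responding, and here it fell at both times (log2 fold changes of -0.76 and -0.63). Both passed with the replicate block and with DESeq2, and in 3 of 4 leave-out fits in the AM and 2 of 4 in the PM. DREB2C is described as upregulated in the PM, and its PM response of 1.87 did not pass (adjusted p = 0.163), nor did it with DESeq2, at 1.91 (adjusted p = 0.186). It passed with the replicate block, at 2.95 (adjusted p = 0.00349), and without replicate 2, at 4.30 (adjusted p = 0.00325). HSFA7A is described with a higher induction in the PM; its fold change was 6.46 in the AM and 3.74 in the PM, while its level after heat was higher in the PM. HSP21, HSP22 and APX2 are described with little or no PM response, and their PM log2 fold changes passed, at 3.19, 3.99 and 2.03, and also with the replicate block and DESeq2. Their mean levels in PM heat were only 4.24, 3.08 and 0.754 CPM, against 62.4, 42.9 and 35.6 CPM in AM heat. A minimal PM response in level is therefore not contradicted. APX2 passed in 2 of 4 leave-out fits and fell in category 17 here.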

Other observations

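The tests of library batches, gene length and the few gated genes were chosen only after the results were seen.

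Replicates 1 and 2 lay apart from replicates 3 and 4 in every diel group, and 5649 genes differed between the pairs, 2888 higher in replicates 3 and 4 and 2761 in replicates 1 and 2. Chloroplast loci took 0.064% to 0.117% of the counts in replicates 1 and 2 and 0.139% to 0.342% in replicates 3 and 4, parting the pairs in 4 of 4 groups, which is consistent with 2 batches of libraries. Across genes, which are not independent replicates, the pair difference correlated with gene length (r = 0.391) and GC content (r = 0.285), too weakly to tell whether either contributes. A biological difference between 2 sowings or harvests cannot be told apart from these.

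The interaction test found 688 genes with the replicate block and 85 without it. With only the pair of replicate numbers as a batch it found 1100, so the spread between the pairs is a candidate explanation for part of the gain with a block. DESeq2 without a block found 564, all of them in the paper's list of 572, against 415 of the 688 block genes, so the low number also depends on the test and the lack of a block does not explain it alone.

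Of the 3740 genes that passed at one time of day only, 65 passed the interaction test. At the other time 84.3% changed in the same direction, against 64.9% of the 15356 genes with no adjusted p under 0.05 at either time, whatever the fold change, and 65.6% of the 16132 genes that passed the thresholds at neither. This is consistent with many of them responding at both times and passing the thresholds at one, which is a hypothesis from the same data.

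The real assignment of the 4 constant light libraries gave 335 genes with r above 0.7, and 1 of the 24 assignments gave as many, the next 267. The interaction had the same sign for 79.4% of the genes, above the random sets matched on expression (median 60.3%), so the shared direction went beyond that of genes with like expression. The random sets were not matched on the size of the response, and the sign of a small interaction is less certain. The difference from these sets therefore does not single out persistent gating. From these libraries alone, with 1 per condition, a persistent time of day difference remains a hypothesis. The paper also has qRT-PCR of HSP17.4 and PIF5 in constant light with 4 replicates, and survival in constant light. Neither was analysed here.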
